# Lifespan and healthspan benefits of exogenous H_2_S in *C. elegans* are independent from effects downstream of *eat-2* mutation

**DOI:** 10.1038/s41514-020-0044-8

**Published:** 2020-06-10

**Authors:** Li Theng Ng, Li Fang Ng, Richard Ming Yi Tang, Diogo Barardo, Barry Halliwell, Philip Keith Moore, Jan Gruber

**Keywords:** Ageing, Drug discovery, Ageing

## Abstract

Caloric restriction (CR) is one of the most effective interventions to prolong lifespan and promote health. Recently, it has been suggested that hydrogen sulfide (H_2_S) may play a pivotal role in mediating some of these CR-associated benefits. While toxic at high concentrations, H_2_S at lower concentrations can be biologically advantageous. H_2_S levels can be artificially elevated *via* H_2_S-releasing donor drugs. In this study, we explored the function of a novel, slow-releasing H_2_S donor drug (FW1256) and used it as a tool to investigate H_2_S in the context of CR and as a potential CR mimetic. We show that exposure to FW1256 extends lifespan and promotes health in *Caenorhabditis elegans* (*C. elegans*) more robustly than some previous H_2_S-releasing compounds, including GYY4137. We looked at the extent to which FW1256 reproduces CR-associated physiological effects in normal-feeding *C. elegans*. We found that FW1256 promoted healthy longevity to a similar degree as CR but with fewer fitness costs. In contrast to CR, FW1256 actually enhanced overall reproductive capacity and did not reduce adult body length. FW1256 further extended the lifespan of already long-lived *eat-2* mutants without further detriments in developmental timing or fertility, but these lifespan and healthspan benefits required H_2_S exposure to begin early in development. Taken together, these observations suggest that FW1256 delivers exogenous H_2_S efficiently and supports a role for H_2_S in mediating longevity benefits of CR. Delivery of H_2_S *via* FW1256, however, does not mimic CR perfectly, suggesting that the role of H_2_S in CR-associated longevity is likely more complex than previously described.

## Introduction

The fraction of aged individuals in many populations around the world is increasing more rapidly than at any time in human history^1^. As a result of this unprecedented demographic change, there is a growing need to identify efficacious, low-risk interventions that promote healthy longevity. A major challenge in biomedical research today is to develop safe, efficacious therapies that can extend human healthspan by delaying or preventing ageing-associated diseases.

Caloric restriction (CR), restricting the amount of calories consumed without causing malnutrition, is one of only a few interventions that have been shown to extend lifespan and healthspan in a wide range of model organisms, ranging from unicellular yeast^2^ to multicellular organisms including flies^3^, nematodes^4^ and rodents^5^. While there are no direct data on longevity effects of CR in humans, findings from rhesus monkeys imply that CR likely also benefits lifespan and certainly healthspan in primates^6–8^. Evidence in humans also supports such health benefits, for example, CALERIE (Comprehensive Assessment of the Long-term Effects of Reducing Intake of Energy), a two year study of caloric restriction in humans conducted by the National Institute of Aging (NIA), has confirmed that CR is both feasible in humans and benefits a number of health indicators^9^. However, restricting food intake in humans is notoriously difficult and fraught with physiological and psychological challenges^10^. CR diets are extremely difficult to maintain over long periods of time and outside of carefully controlled experiments, there is a significant risk of inadvertently causing malnutrition^11^. This is of particular concern during human ageing, where malnutrition is already known to be a common problem^12^. Encouraging CR as a means of reducing morbidity in ageing populations is therefore probably not a viable strategy. However, a recent study has shown that extended daily fasting periods can benefit lifespan, regardless of dietary composition or total calories consumed, opening up potential alternative approaches to improve healthspan^13^. Insights into the mechanisms by which CR delays or prevents ageing-associated diseases and extends lifespan may provide another alternative strategy. One promising approach to extending healthspan would be to identify compounds that reproduce CR-associated benefits without the need of adhering to an actual CR regime^14–16^. In this respect, hydrogen sulfide (H_2_S) has recently been reported to act as a potential mediator of CR-associated benefits^17^.

H_2_S is a poisonous, water-soluble gas with a pungent odor of rotten eggs. At levels above 50ppm in air, H_2_S is acutely toxic to humans, whilst levels in excess of 300ppm are potentially fatal^18^. However, it is now clear that H_2_S is produced endogenously and that low endogenous levels may play a role in many biological processes^19,20^. H_2_S is synthesized endogenously in mammalian tissues by three types of enzymes: cystathionine-γ-lyase (CSE), cystathionine β-synthase (CBS) and 3-mercaptopyruvate sulfurtransferase (3-MST). Importantly, H_2_S has been shown to be involved in several physiological and pathophysiological processes closely associated with ageing, including inflammation^21,22^, cancer^23^ and atherosclerosis^24^.

Interestingly, recent evidence in *Caenorhabditis elegans* (*C. elegans*), yeast, flies and mice suggest that H_2_S may also play an evolutionarily conserved role in lifespan determination and in mediating CR benefits. Miller and Roth first showed that exposure to H_2_S gas significantly extends lifespan and improves thermo-tolerance in *C. elegans*^25^. Later, Hine et al*.* reported that one of the *C. elegans* orthologues of the mammalian CBS enzyme, *cbs-1*, is required for the extended lifespan of *C. elegans eat-2* mutants^17^. CR also significantly induces endogenous H_2_S production in fruit flies, nematodes, yeast and mice^17^. In addition, *cbs-1* has been reported to be required for the long-lifespan of germline-deficient *glp-1* nematodes^26^. Reducing *cbs-1* expression in *glp-1* mutants was found to decrease H_2_S levels and shorten their lifespan^26^. H_2_S has therefore been implicated in lifespan modulation not only in CR, but also in response to germline signaling. However, whether either mechanism is related to the lifespan effects following lifelong exposure to exogenous H_2_S remains to be shown. In mice, CR has been shown to transcriptionally induce the CSE enzyme and this has been suggested to be a mechanism underlying protection against ischemia-reperfusion injury, as evidenced by a failure in protection against ischemia-reperfusion injury following CR in CSE knockout mice^17^. It therefore seems that increased H_2_S synthesis may be an evolutionarily conserved mechanism, involved in mediating physiological benefits under CR conditions^17^. However, whether H_2_S acts as a signaling molecule or plays a more direct role in modulating CR-associated benefits remains to be determined. Nevertheless, there is increasing evidence that enhancing endogenous H_2_S levels can be physiologically beneficial. A particularly intriguing idea is that H_2_S donor drugs, or modulators of pathways involved in H_2_S metabolism, might represent avenues for the development of CR mimetics^27^.

Several inorganic compounds can be utilized to generate H_2_S exogenously. For example sodium hydrosulfide (NaHS) releases H_2_S rapidly upon hydrolysis and can be used to deliver H_2_S in vivo^28^. However, during CR, physiological exposure to H_2_S is likely at low-levels and chronic, unlike exposure resulting from the rapid release of H_2_S from NaHS. Several novel synthetic organic H_2_S donors have therefore been developed. Such compounds are designed to release H_2_S slowly over an extended period of time; an approach which likely better approximates endogenous H_2_S release in vivo. One of the first was GYY4137 (morpholin-4-ium-4-methoxyphenyl [morpholino] phosphinodithioate), a compound that releases H_2_S slowly both in vitro and in vivo^29^. Since it was first described, GYY4137 has been studied extensively and shown to exert biological effects in mice, rats and nematodes^29–33^. In recent years, AP39, a H_2_S donor designed to release H_2_S specifically within mitochondria has been developed^34^ and shown to confer cytoprotective activity and to attenuate the loss of cellular bioenergetics in cells subjected to oxidative stress^35^. AP39 has been reported to elicit protection effects against renal ischemia-reperfusion injury in rats^36^ and preserve mitochondrial function in APP/PS1 mice and neurons, indicating a potential role in protecting against Alzheimer’s disease^37^.

We have developed a series of novel H_2_S donors. Among these H_2_S donors, 3-dihydro-2-phenyl-sulfanylenebenzo[d] [1,3,2]-oxazaphosphole (FW1256) exerts superior anti-proliferative effects compared to GYY4137, as evaluated in MCF7 breast cancer cells^38^. FW1256 has also been shown to exert significant anti-inflammatory effects in RAW264.7 macrophages^39^. However, the efficacy of these novel H_2_S donors in the context of ageing remains to be explored.

Here we report the effects of two novel H_2_S donor compounds (FW1251 and FW1256) on lifespan, healthspan and other CR-associated phenotypes in nematodes. We observed that FW1256 extended lifespan and promoted healthy ageing in wild-type (WT) *C. elegans* but did not fully replicate CR-associated effects. We found that, in *C. elegans*, exogenous H_2_S promoted healthy longevity with less severe detrimental effects on some parameters of fitness than CR as modelled by *eat-2* mutation. FW1256 was also able to further extend the already long lifespan of *eat-2* mutants. Finally, we provide evidence that H_2_S affects mitochondrial function and that exposure to H_2_S during larval development was required for these benefits, suggesting involvement of a developmental adaptation. Our data imply that the function of H_2_S in lifespan regulation and CR is more complex than previously appreciated.

## Results

### Screen for novel H_2_S donor compounds with lifespan extension effect

It was previously reported that GYY4137 (morpholin-4-ium-4-methoxyphenyl [morpholino] phosphinodithioate), a slow-releasing H_2_S donor, extends lifespan in *C. elegans*^33^ but the effect size, even after careful dose optimization, was small compared to than that previously reported by Miller and Roth for direct exposure to H_2_S gas^25^. We wondered if a H_2_S donor compound with a more rapid H_2_S release rate might elicit effects more comparable to those achieved by Miller and Roth. For the current study, we therefore selected two compounds from a series of our novel H_2_S donor compounds, FW1251 and FW1256 (Table 1). Both FW1251 and FW1256 release H_2_S more rapidly than GYY4137^38^. Both compounds were designed primarily to deliver exogenous H_2_S to maximize anti-proliferative activity against cancer cells^38^. While GYY4137 releases H_2_S at a rate of about 1% per day under standard assay conditions (acetonitrile [MeCN]:phosphate buffered saline [PBS] at room temperature), FW1251 releases H_2_S twice as fast under the same condition and FW1256 releases H_2_S even more rapidly, releasing about 5% per day^38^. The mechanism for H_2_S release by FW1256 in aqueous environment is shown in schematic form in Supplementary Fig. 1. Release of H_2_S from another H_2_S donor, diallyl trisulfide (DATS), has been shown to be highly dependent on the presence of biological thiols^40^. It is therefore, worth noting that biological thiols might affect the efficacy and actual release rate of H_2_S from donor compounds in vivo. However, previous data suggest that FW1256 is more potent as an anticancer agent than GYY4137 yet is nontoxic to human lung fibroblast cells (WI38) even at 500μM^38^.

**Table 1:**
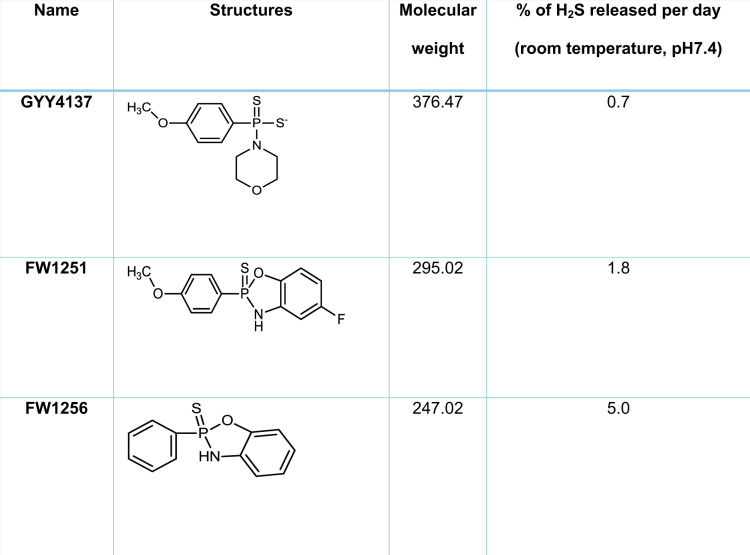
Chemical structures and H_2_S releasing speeds of H_2_S donor compounds used in this study compared to GYY4137.

To explore effects of these compounds in *C. elegans*, we first optimized dose-response in terms of lifespan in *C. elegans*. We carried out range finding for optimal dose for both compounds. WT *C. elegans* were exposed to four different concentrations (10 µM, 50 µM, 250 µM and 750 µM) of FW1251 in a series of operator-blinded lifespan studies. We observed no obvious toxicity below 750 µM and found that 50 µM resulted in the largest beneficial effect within this range (log-rank test, *p* < 0.05) (Fig. 1a). However, mean lifespan was increased by only 11% even at the ideal dose (mean lifespan: 19.9 ± 0.5 days, compared to control: 17.9 ± 0.5 days, *p* < 0.05 (Fig. 1b, Supplementary Table 2). At 750 µM, FW1251 showed some toxic effect on WT *C. elegans* (Supplementary Fig. 2, Supplementary Table 2). FW1251 therefore provided only limited benefits at low concentrations and was ineffective or toxic at high doses (Supplementary Fig. 3).

**Fig. 1:**
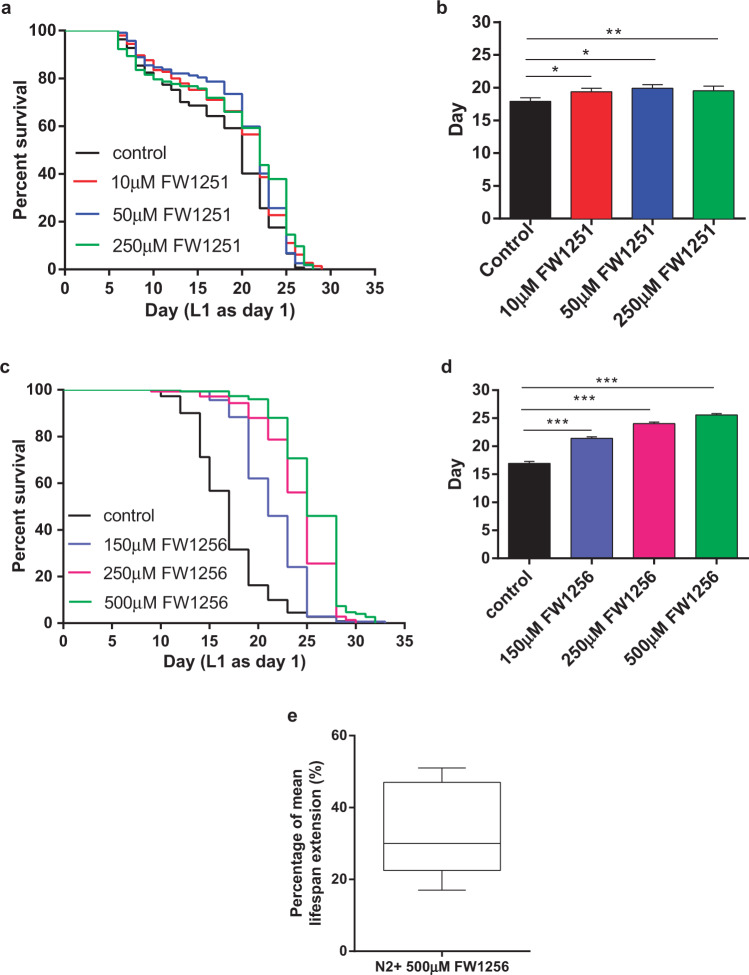
Effects of FW1251 and FW1256 on lifespan of WT *C. elegans*. **a** Survival curves and **b** mean lifespan of WT *C. elegans* exposed to different doses of FW1251, *n* = 103–145 animals per condition. **c**, **d** Dose–response experiment of FW1256 on lifespan of WT *C. elegans*, **c** survival curves, **d** mean lifespan, *n* = 111–150 animals per condition. **e** Boxplot showing distribution of mean lifespan extension effects on WT *C. elegans* upon exposure to 500 µM of FW1256 from the five independent experiments (Supplementary Table 1). In this box plot, the bottom and top of the box represent the 25% percentile and 75% percentile, the center line represents the median and the whiskers encompass the entire range of values for all five independent experiments. (Survival curves were analyzed using log-rank tests while mean lifespans were analyzed using OASIS2, *p < 0.05, **p < 0.01, ***p < 0.001).

For our second (and faster-releasing) compound, FW1256, *C. elegans* were exposed to 10 µM, 50 µM and 150 µM during the initial screening. The highest concentration, 150 µM, significantly extended lifespan while the lower concentrations were ineffective (Supplementary Fig. 4, Supplementary Table 2). Thereafter, *C. elegans* were exposed to even higher concentrations of FW1256 (250 µM and 500 µM) to establish an optimal dose and test for possible toxicity at high levels of FW1256. Surprisingly, FW1256 was beneficial at both of these concentrations (Fig. 1c). FW1256 (250 μM) resulted in 42% mean lifespan extension (mean lifespan: 24.0 ± 0.3 days, compared to control: 16.9 ± 0.4 days, *p* < 0.001) while FW1256 (500 µM) extended lifespan by 51% (mean lifespan: 25.6 ± 0.3 days, compared to control: 16.9 ± 0.4 days, *p* < 0.001) (Fig. 1d, Supplementary Table 2). While 500 µM of FW1256 resulted in the largest overall benefit, doubling concentration from 250 µM to 500 µM of FW1256 resulted in an additional increase of only 9% of mean lifespan. For the remainder of this study, we therefore focused on FW1256 at a dose of 500 µM (Supplementary Fig. 3).

Comparison with over 400 compounds from an exhaustive database of drugs with published evidence for effects on lifespan (DrugAge Build3) puts FW1256 into the top 15 of all 400 drugs (top 4%) in terms of efficacy in *C. elegans*^41^. However, lifespan effects in *C. elegans* can be highly variable^41^. In order to accurately quantify the lifespan extension effect of FW1256, a total of five independent (biologically independent cohorts of WT *C. elegans*), operator-blinded repeats of the lifespan assay at 500 µM were carried out. While lifespan effect size showed variability between repeats, FW1256 consistently extended mean lifespan in all 5 of these independent experiments (mean effect size: 33.8%; 95% confidence interval: 17.3%–50.4%, Supplementary Table 1, Fig. 1e).

### FW1256 releases H_2_S in vivo

Having established that FW1256 extends lifespan of *C. elegans*, we wondered if this effect was indeed due to the release of H_2_S in *C. elegans*. To test whether FW1256 was able to deliver H_2_S in vivo in *C. elegans*, we first used a fluorescence H_2_S sensor probe, 7-azido-4-methylcoumarin (AzMC)^42^. Fluorescence intensity of AzMC was significantly increased in WT *C. elegans* exposed to 500 µM FW1256 (Fig. 2a, b), confirming successful delivery of detectable quantities of exogenous H_2_S by FW1256. The amount of increase in H_2_S-related fluorescence seen in *eat-2* mutants is comparable to the FW1256-induced increase as judged by AzMC in WT *C. elegans* exposed to 500 µM of FW1256 (Supplementary Fig. 5). This comparison suggested that the amount of endogenous H_2_S resulting in nematodes exposed to 500 µM of FW1256 was approximately half of the increase seen in *eat-2* mutants (Supplementary Fig. 5).

**Fig. 2:**
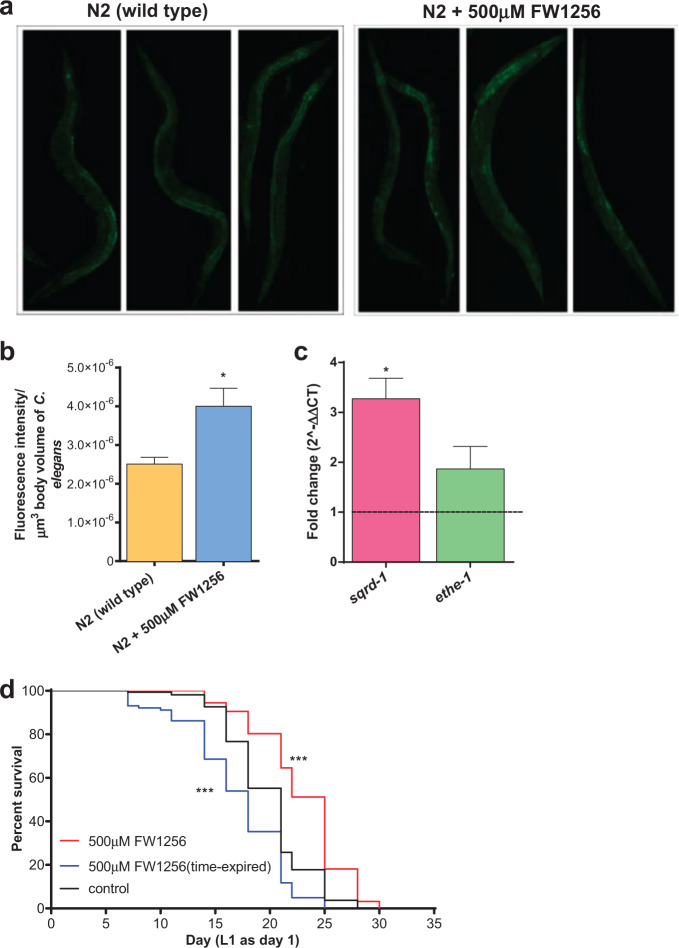
H_2_S moiety from FW1256 is the key of longevity increase. **a** Confocal microscopy fluorescence images of H_2_S detection using AzMC (in green) in *C. elegans* **b** Fluorescence intensity of the AzMC signal, normalized to body volume of *C. elegans* (*n* = 5 animals per condition, *t*-test, *p < 0.05)**. c** Relative quantification mRNA levels of *sqrd-1* and *ethe-1* encoding for endogenous H_2_S detoxification system in WT *C. elegans* exposed to 500 µM FW1256. Data show expression of *sqrd-1* and *ethe-1* relative to WT control (*n* = 3 repeated experiments, one sample *t*-test, *p < 0.05). **d** Effect of time-expired FW1256 (500 µM, 4 weeks at room temperature) on lifespan of WT *C. elegans* (*n* = 102–163 animals per condition, log-rank tests, ***p < 0.001).

We next monitored gene expression changes of two H_2_S oxidation enzymes, SQRD-1 and ETHE-1. SQRD-1 is an oxidoreductase that oxidizes H_2_S to polysulfide, which is then further oxidized to sulfate and thiosulfate *via* catalysis by ETHE-1^43^. Both of these enzymes are therefore directly involved in detoxifying/degrading H_2_S, contributing to maintaining intrinsic H_2_S levels^43^. While *sqrd-1* has previously been shown to be transcriptionally upregulated in response to the presence of H_2_S gas, *ethe-1* was not induced significantly under these conditions^43^. We nevertheless tested for potential upregulation of both *sqrd-1* and *ethe-1* mRNA upon exposure to 500 µM of FW1256. Consistent with delivery of physiologically relevant levels of H_2_S gas, mRNA levels of *sqrd-1* were increased by about 3 fold (*p* < 0.05) while mRNA levels of *ethe-1* were not upregulated significantly (about 2 fold change, *p* = 0.1952) in WT *C. elegans* exposed to 500 µM of FW1256 (Fig. 2c). Together, these data supported the notion that FW1256 delivers physiologically significant levels of H_2_S to *C. elegans*.

### The H_2_S moiety is required for FW1256 lifespan benefits

Next, we tested whether the lifespan enhancing effect of FW1256 was dependent on the presence of the H_2_S moiety in the molecule. To rule out possible lifespan benefits related to pharmacological effects of FW1256 independent of H_2_S, we carried out a control lifespan study with time-expired FW1256. Prior to exposing WT *C. elegans* to FW1256, FW1256 was allowed to expire for 4 weeks at room temperature in dimethyl sulfoxide (DMSO) to ensure that H_2_S was quantitatively released^44^ (For more information on this approach, see Supplementary Fig. 6). We found that time-expired FW1256 did not extend the lifespan of *C. elegans*. Time-expired FW1256, in fact, shortened lifespan (log-rank test, *p* < 0.001, mean ± SEM: 17.1 ± 0.4 days, compared to control: 19.9 ± 0.3 days, *p* < 0.001) (Fig. 2d, Supplementary Table 2), suggesting some toxicity of the expired compound in *C. elegans*. Together these data imply that fresh FW1256 delivers significant amounts of H_2_S exogenously to *C*. *elegans* and that the ability to release H_2_S is required for its lifespan benefits.

### FW1256 rescues detrimental effects and extends lifespans of H_2_S mutants

*C. elegans* possesses three families of endogenous H_2_S synthesizing enzymes, comprising two orthologues, each, of the mammalian CBS enzyme (*cbs-1*, *cbs-2*) and CSE enzyme (*cth-1*, *cth-2*) as well as seven orthologues of 3-MST (*mpst-1-7*)^33^. Both CBS and CSE require L-cysteine as substrate for H_2_S production and act mainly in cytoplasm while 3-MST converts 3-mercaptopyruvate to H_2_S, predominantly in the mitochondria (Supplementary Fig. 7)^45,46^.

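In the Ensembl release 115 annotation of WBcel235, *cbs-1* lies on chromosome X from 10054275 to 10057528 and *cbs-2* on chromosome II from 2220396 to 2223567. The gene *cth-1* lies on chromosome V from 16100680 to 16102750, and *cth-2* on chromosome II from 7056184 to 7057960, where it overlaps ZK1127.3. Chromosome V also holds *mpst-1* (11825894 to 11827067), *mpst-2* (14891377 to 14893455), *mpst-3* (14895647 to 14899019, overlapping H12D21.6) and *mpst-7* (12955210 to 12961135, overlapping *eif-3.K*), while *mpst-4* lies on chromosome II from 4862318 to 4863457. The name *mpst-6* is given to a pair of genes on chromosome IV, at 8563604 to 8564597 and 8567183 to 8568176, which carry identical values in the authors' deposited table, so reads may have been shared between them. In RNAseq of day 6 nematodes, *cth-1*, *cth-2*, *mpst-3* and *mpst-7* were measured per library, and the other family members were not analysed here per library. For *eat-2* mutants, the authors' deposited table gives a fall of *mpst-1* (log2 fold change -0.305, adjusted p = 0.00859) and *mpst-6* (-0.64, adjusted p = 0.0389). It gives a rise of *mpst-2* (0.83, adjusted p = 0.00664) and no significant change of *cbs-1* (-0.10), *cbs-2* (-0.14) or *mpst-4* (-0.23). The means of *mpst-2* and *mpst-6* there are low (23.5 and 23.7 normalized counts), with standard errors of 0.40 and 0.50. These standard errors are larger than such adjusted p-values imply, so how these fold changes were computed stays open. Expression is given as CPM after TMM normalization, with counts scaled to the library's total over the genes measured per library only. These genes hold 42.2% of the summed means in the authors' deposited table for *eat-2* mutants, so CPM over all genes would be lower. Genes that overlap others are uncertain because the counting is not stated to use strand. Unexposed WT expressed *cth-2* at 302 ± 45.7 CPM (SD, n = 4), compared with 471 ± 14.3 (SD, n = 3) in FW1256-exposed WT and 417 ± 39.0 (SD, n = 4) in *eat-2* mutants. The log2 fold change of *cth-2* was 0.64 (standard error 0.10, adjusted p = 0.00166) with FW1256 and 0.47 (standard error 0.11, adjusted p = 0.00757) in *eat-2* mutants, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *cth-1*, the level was 100.0 ± 21.3 CPM in unexposed WT (SD, n = 4) and 147 ± 11.6 in *eat-2* mutants (SD, n = 4), a log2 fold change of 0.55 (adjusted p = 0.0114, edgeR), whereas the change with FW1256 was within the replicate error (log2 fold change 0.26, adjusted p = 0.212, edgeR). Over the 11 libraries of Fig. 6d, *mpst-3* rose with FW1256 (log2 fold change 0.43, adjusted p = 0.0156, edgeR). This call depended on 1 library, since the adjusted p was 0.0632 without FW1256 replicate 3. Over all 12 libraries the log2 fold change was 0.51 (adjusted p = 0.00549, edgeR). Each FW1256-exposed library (lowest 66.0 CPM) was above each unexposed WT library (highest 61.1 CPM). The mean of *mpst-3* in the authors' deposited table for FW1256, which covers only genes of the per-library tables, is 77.8% of that in the authors' deposited table for *eat-2* mutants, so some of its transcripts may be missing. In *eat-2* mutants, *mpst-3* did not change significantly (log2 fold change 0.21, adjusted p = 0.164, edgeR), except without WT replicate 2 (0.32, adjusted p = 0.0361). The level of *mpst-7* was low, 9.10 ± 2.21 CPM in FW1256-exposed WT (SD, n = 3). It changed significantly neither with FW1256 (log2 fold change 0.51, adjusted p = 0.102, edgeR) nor in *eat-2* mutants (-0.02, adjusted p = 0.958, edgeR), where its sign depended on the settings. With FW1256, the authors' deposited table gives 0.53 for *mpst-7* (adjusted p = 0.0192).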

We have previously shown that deletion of *mpst-1* shortens the lifespan of *C. elegans*^33^, suggesting a role of H_2_S production in the mitochondria in the context of normal lifespan determination. Whilst there is no prior report regarding the effect of *cbs-2* deletion on lifespan, *C. elegans* with *cbs-2* deletion has been reported to develop normally^47^. By contrast, RNA interference (RNAi) knockdown of *cth-1* has been reported to be detrimental to the lifespan of WT *C. elegans*^17^. These data suggest that H_2_S production in cytoplasm may also be required for normal lifespan. To quantitatively compare the importance of H_2_S production in different cellular compartments for lifespan regulation, we systematically compared the lifespan of three different H_2_S mutants: RB839 (*cbs-2*), OK2040 (*mpst-1*) and VC2569 (*cth-1*) under the standard conditions used in our laboratory. In our hands, the lifespans of *cbs-2* and *cth-1* mutants were unchanged, while a statistically significant shortened lifespan was observed consistently only in *mpst-1* mutants (log-rank test, *p* < 0.001, mean ± SEM: 15.4 ± 0.2 days, compared to WT: 17.9 ± 0.3 days, *p* < 0.001) (Fig. 3a–c, Supplementary Table 2), confirming that endogenous H_2_S production, at least in mitochondria, is required for normal lifespan in *C. elegans*.

**Fig. 3:**
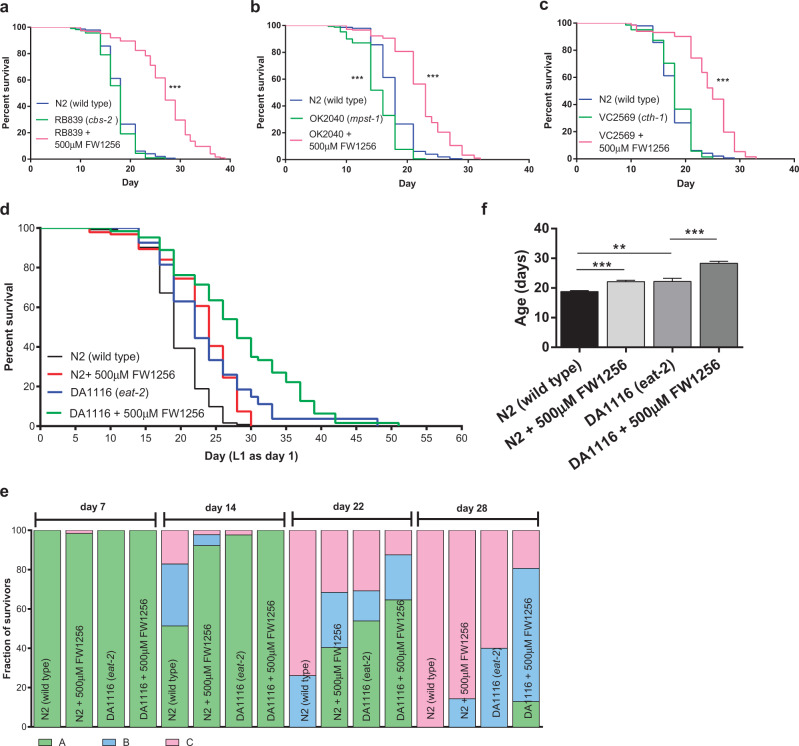
FW1256 not only benefits lifespans of H_2_S mutants and *eat-2* mutants, but also promotes health. **a–c** Comparison of lifespans in WT *C. elegans*, H_2_S mutants and H_2_S mutants exposed to FW1256 (500 µM) (data show log-rank tests, ***p < 0.001). **a** RB839, *cbs-2* mutants, *n* = 115-147 animals, **b** OK2040, *mpst-1* mutants, *n* = 147–181 animals, **c** VC2569, *cth-1* mutants, *n* = 132–147 animals. **d** Effect of FW1256 (500 µM) on lifespans of WT and *eat-2* mutants, *n* = 27–122 animals per condition. **e** Mobility status of surviving nematodes at different ages, *n* = 27–122 animals per condition. Generally, class A nematodes moved constantly, class B nematodes moved only when prodded while class C nematodes showed movement of their head and tails only. **f** Mean healthspan of unexposed and FW1256-exposed WT and *eat-2* mutants (*n* = 27–122 animals per condition, one-way ANOVA with Bonferroni’s post-test, **p < 0.01, ***p < 0.001).

To investigate if FW1256 rescues or extends the lifespan of these H_2_S mutants, three H_2_S mutant strains were exposed to FW1256 (500 µM). Interestingly, exposure to FW1256 extended lifespan in these mutants beyond that even of untreated WT animals (Fig. 3a–c). This further supports the notion that FW1256 effectively delivers H_2_S in vivo. Interestingly, comparison of FW1256 benefits between the three H_2_S mutant strains showed that lifespan benefits were most pronounced in the *cbs-2* mutant strain (log rank test, *p* < 0.001 with mean lifespan extension of 56%, mean ± SEM: 26.9 ± 0.5 days, compared to RB839 control: 17.2 ± 0.3 days, *p* < 0.001) (Fig. 3a, Supplementary Table 2), perhaps suggesting that loss of cytosolic *cbs* leads to compensatory effects that prime animals for lifespan extension by exogenously delivered H_2_S.

### Similar to CR, FW1256 promotes healthy longevity in *C. elegans*

In *C. elegans*, CR can be modelled genetically by mutations that reduce pharyngeal pumping rate, thereby decreasing the amount of food consumed^4^. It has previously been reported that one *C. elegans* endogenous H_2_S synthesizing enzyme, *cbs-1*, is required for the extended lifespan of a commonly used CR mutant (*eat-2*)^17^. To further test this link, we sought to investigate whether delivery of exogenous H_2_S by FW1256 resulted in CR-like benefits and/or tradeoffs and phenotypes in WT and *eat-2* mutants. Comparing the lifespan of unexposed and FW1256-exposed (500 µM) WT and *eat-2* mutants, we found that the lifespan of FW1256-exposed WT (mean lifespan: 23 ± 0.5 days) was nearly identical to that of unexposed *eat-2* mutants (mean lifespan: 23.7 ± 1.7 days) (Fig. 3d, Supplementary Table 2). Exogenous H_2_S delivered by donor drugs was thus capable of producing lifespan benefits in WT animals that were of the same magnitude as CR. However, strikingly, FW1256 also further extended the lifespan of already long-lived *eat-2* mutants (log rank test, *p* < 0.01; mean lifespan: 28.1 ± 1.1 days, compared to unexposed *eat-2* mutants: 23.7 ± 1.4 days, *p* < 0.001) (Fig. 3d, Supplementary Table 2). Lifespan of *eat-2* mutants was extended by 18.6%, statistically within the range of lifespan extension effects observed in WT nematodes (Fig. 1e), suggesting that lifespan benefits of exogenous H_2_S were not significantly blunted in *eat-2* mutants.

CR not only extends lifespan in many organisms but has been shown to delay and prevent ageing-associated diseases in many animals, including non-human primates^6,48^. We therefore compared effects of exposure to FW1256 in WT and *eat-2* mutants with respect to healthspan. Health status of *C. elegans* was assessed using the mobility score of Herndon et al.^49^. Observation of mobility status demonstrated that both exogenous H_2_S and CR retarded the age-dependent deterioration of mobility in *C. elegans*. Both aged WT and *eat-2* mutants exposed to 500 µM of FW1256 were healthier, on average, than aged WT control (*p* < 0.001). The differences were more pronounced as nematodes aged and were most notable between day 14 and day 28. For example, on day 22, only 26% of unexposed WT remained healthy, while 68% of FW1256-exposed WT, 69% of unexposed *eat-2* mutants and 91% of FW1256-exposed *eat-2* mutants remained healthy (Fig. 3e). While unexposed WT had an average healthspan of 18.8 days, a statistically significant longer average healthspan was observed in unexposed *eat-2* mutants (22.2 days, *p* < 0.01), FW1256-exposed WT (22.1 Days, *p* < 0.001) and FW1256-exposed *eat-2* mutants (28.3 days, *p* < 0.001) (Fig. 3f). These data suggest that the beneficial effects of FW1256 on both lifespan and healthspan are additive with the *eat-2* mutation.

### FW1256 elicits healthy longevity with fewer fitness costs than CR

In addition to beneficial and protective effects, CR is typically associated with developmental tradeoffs, in particular with reduced fecundity^50^, slower growth and smaller adult body size^51^ as well as delayed development^52^. To assess if exposure to H_2_S replicates these longevity-associated tradeoffs in *C. elegans*, we determined egg laying profiles, growth and developmental timing for WT and *eat-2* mutants with and without exposure to FW1256. Comparing the egg laying distributions (Fig. 4a), we found that both FW1256 and CR delayed reproduction by 1.7 days (Peak of progeny production: 6.9 ± 0.1 days, compared to unexposed WT: 5.2 ± 0.1 days, *p* < 0.001) and 2.1 days (Peak of progeny production: 7.3 ± 0.3 days, compared to unexposed WT: 5.2 ± 0.1 days, *p* < 0.001) respectively. However, exposure to 500 µM of FW1256 did not further delay the peak of progeny reproduction in *eat-2* mutants, compared to unexposed *eat-2* mutants (Fig. 4c). As expected, unexposed *eat-2* mutants laid significantly fewer eggs (Total number of eggs laid: 65 ± 15.7) than unexposed WT (Total number of eggs laid: 207 ± 11.6, *p* < 0.001). However, to our surprise, we found that FW1256 did not suppress total reproduction capability in either WT (Total number of eggs laid by FW1256-exposed WT: 245 ± 15.6, compared to unexposed WT: 207 ± 11.6, *p* > 0.05) or *eat-2* mutants (Total number of eggs laid by FW1256-exposed *eat-2* mutants: 93 ± 23.7, compared to unexposed *eat-2* mutants: 69 ± 15.7, *p* > 0.05) (Fig. 4d).

**Fig. 4:**
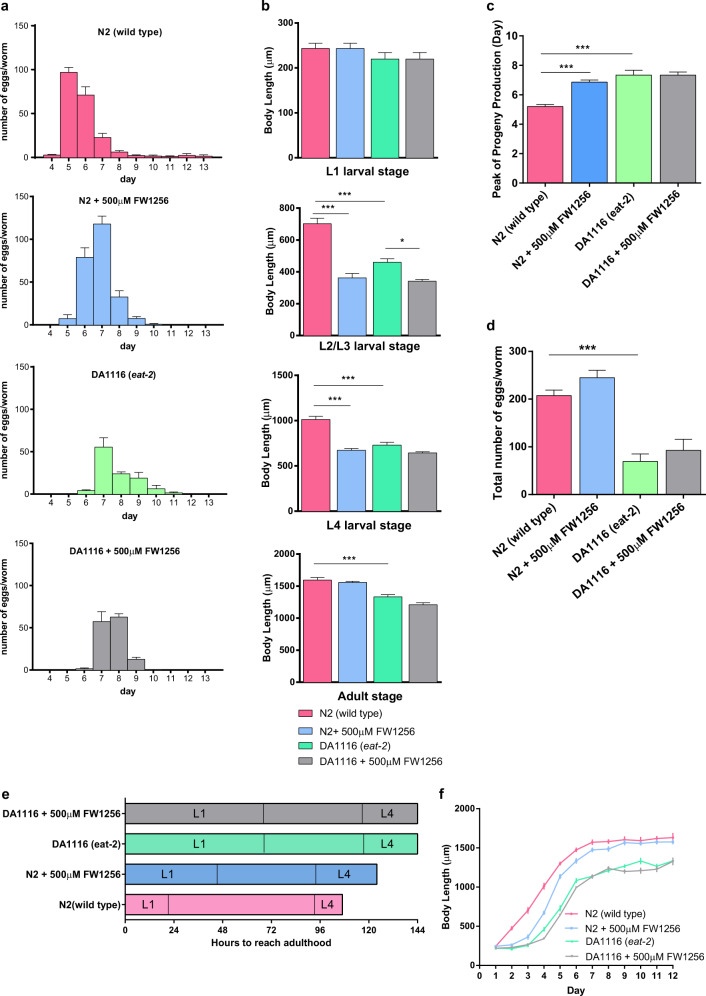
Comparing to CR, FW1256 elicits fewer fitness costs in *C. elegans*. **a** Egg laying study reveals reproduction profiles of each group of *C. elegans*. **b** Comparison of body length at L1 larval stage, L2/L3 larval stage, L4 larval stage and adult stage. **c** Day of peak progeny production. **d** Total number of eggs laid by a nematode. **e** Developmental timing and schedules from eggs into adults of WT and *eat-2* mutants (with or without exposure to 500 µM of FW1256). **f** Measurement of body length of nematodes from age day 1 (L1 larval stage) to age day 12 (adult stage). (*n* = 10 animals each, one-way ANOVA with Bonferroni’s post-test, *p < 0.05, ***p < 0.001).

Exposure to FW1256 and *eat-2* mutation both resulted in developmental delay, with *eat-2* mutants being somewhat slower to develop than FW1256-exposed WT *C. elegans*, yet the exposure to FW1256 did not further delay developmental timing of *eat-2* mutants (Fig. 4e).

WT *C. elegans* grew rapidly in size between day 1 and day 6 of life, growing at a rate of 125 ± 6 µm/day, on average (Fig. 4f, Table 2). Unexposed *eat-2* mutants initially grew much more slowly and only started growing between day 3 and day 6 at a rate of 119 ± 5 µm/day. Thereafter, they stopped growing in size and remained small relative toWT for their entire life (*p* < 0.001) (Fig. 4b and f, Table 2). Exposure to FW1256 similarly initially delayed growth of WT, but between day 3 and day 6, FW1256-exposed WT animals actually grew at a faster rate compared to unexposed WT (at a rate of 142 ± 6 µm/day, *p* < 0.05). FW1256-exposed WT therefore were able to catch up in size and reached the same adult body size as unexposed WT before both stopped growing from day 9 onwards (Fig. 4b and f, Table 2).

**Table 2:** Rate of development.

Samples	Rate of development (µm/day)
N2 (wild type)	125 ± 6
N2+ 500 µM FW1256	142 ± 6
DA1116 (*eat-2*)	119 ± 5
DA1116+ 500 µM FW1256	119 ± 4

This means that, FW1256 only reduced body length of WT significantly during L2 to L4 larval stages (*p* < 0.001) whereas *eat-2* mutants had significant shorter body length than unexposed WT from L2 larval stages onwards and throughout the entire lifespan (*p* < 0.001). Finally, exposure to FW1256 did not further impact growth of *eat-2* mutants (Fig. 4b).

### FW1256 causes alterations in mitochondrial metabolism

CR has previously been reported to increase mitochondrial respiration in *C. elegans*^53^, *Saccharomyces cerevisiae*^54^ and mice^55^. On the other hand, H_2_S has been reported to bind to mitochondrial Cytochrome C Oxidase, thereby inhibiting mitochondrial respiration^56^. We therefore wondered in what way exogenous H_2_S generated by FW1256 would impact respiratory capacity and ATP levels of *C. elegans*. To compare the metabolic effects of CR and FW1256 exposure, we determined both basal respiration and maximal respiration with and without exposure to FW1256 (Supplementary Fig. 8)^57^. WT animals exposed to FW1256 and *eat-2* mutants both showed significantly higher basal respiration (about 40%, *p* < 0.001; about 30%, *p* < 0.01, respectively) (Fig. 5a) compared to unexposed WT but we detected no significant change in maximal respiration rates. However, exposure to FW1256 decreased maximal respiration rate of *eat-2* mutants significantly (20%, *p* < 0.05) (Fig. 5b). To determine if significant changes in energy availability were associated with this increase in basal respiration rate, we next quantified ATP levels using the firefly luciferase assay^58^. Interestingly, we found that both WT exposed to FW1256 and *eat-2* mutants had significantly lower ATP levels compared to unexposed WT, with 16% and 24% relative reduction, respectively (*p* < 0.01) (Fig. 5c).

**Fig. 5:**
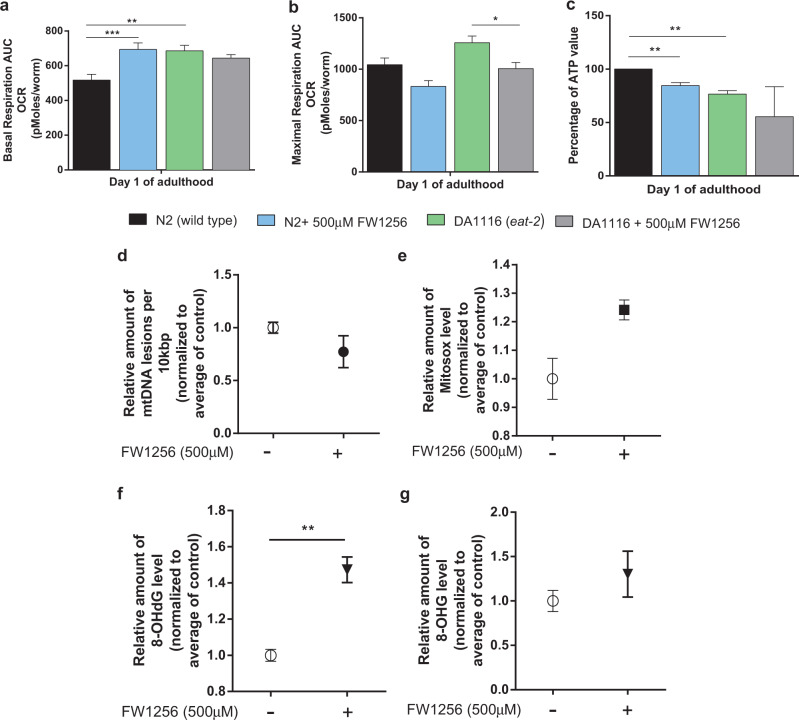
Effects of FW1256 on metabolic profiles and oxidative stress in *C. elegans*. **a–c** Comparison of metabolic parameters in WT (unexposed), *eat-2* mutants (unexposed), WT and *eat-2* exposed to FW1256 (500 µM). **a** Basal respiratory capacity (*n* = 3 biological repeats, one-way ANOVA with Bonferroni’s post-test, **p < 0.01, ***p < 0.001), **b** maximal respiratory capacity (*n* = 3 biological repeats, one-way ANOVA with Bonferroni’s post-test, *p < 0.05), **c** ATP levels (*n* = 3 biological repeats, *t*-test, **p < 0.01). **d**–**g** Measurement of oxidative stress in WT. **d** Mitochondrial DNA oxidative damage marker was measured by quantitative PCR (*n* = 3 biological repeats, mean of three separate experiments normalized to average of control, *t*-test). **e** Reactive oxygen species (ROS) production determined by mitoSOX red fluorescence (*n* = 2 biological repeats, mean of two separate experiments normalized to average of control, *t*-test). **f**, **g** general oxidative DNA damage marker, 8-OHdG (**f**) and oxidative RNA damage marker, 8-OHG (**g**) normalized to average of control (*n* = 3 biological repeats, *t*-test, **p < 0.01).

### Effects of FW1256 on markers of ROS and oxidative damage

The free radical theory of ageing (FRTA) proposes accumulation of free radical-mediated damage as a key driving force of the ageing process^59^. However, this view has been challenged, especially in *C. elegans*^53,60–63^. We therefore attempted to examine to what extent (if any) oxidative stress was correlated with lifespan extension by FW1256 in *C. elegans*. Four different parameters were measured to determine changes in oxidative damage and reactive oxygen species (ROS). We measured oxidative damage to mitochondrial DNA (mtDNA), using quantitative PCR (qPCR)^64^, mitochondrial superoxide *via* mitoSOX red fluorescence^33^ as well as 8-Hydroxydeoxyguanosine (8-OHdG) and 8-hydroxyguanosine (8-OHG) using liquid chromatography–mass spectrometry (LC-MS) as markers of oxidative DNA (8-OHdG) and RNA (8-OHG) damage. While we observed no significant changes in oxidative damage to mtDNA, mitoSOX fluorescence or 8-OHG (Fig. 5d, e, g), we found a significant elevation in 8-OHdG upon exposure to FW1256 (fold change 1.5, *p* < 0.01), suggesting increased DNA damage in animals exposed to FW1256 (Fig. 5f). Exposure to FW1256 therefore does not inhibit mitochondrial respiration and does not elicit an antioxidant effect but instead causes increased respiration and elevates oxidative DNA damage.

### FW1256 acts differently from CR

Most of the evidence above implies that the effect of exogenous H_2_S as delivered by FW1256, is not directly mimicking CR. Our data suggest a more complex interplay between endogenous H_2_S production, energy metabolism, oxidative damage, lifespan, healthspan, and developmental- and fitness- tradeoffs. Moreover, CR is typically initiated in adult animals and CR certainly has been shown to robustly benefit longevity when initiated in adults^65,66^. On the other hand, studies on H_2_S exposure in *C. elegans*, to date, have typically included exposure throughout life, starting from eggs or L1 larvae^25,33,67^. Miller and Roth have reported too that exposure to H_2_S gas, when restricted to adults alone, failed to extend lifespan of *C. elegans*^25^. We therefore wondered if, as would be expected for a true CR mimetic, exposure to FW1256 during adulthood only would still result in lifespan benefits. To systematically explore requirements for H_2_S exposure during different life stages, we compared lifespan effects following exposure to 500 µM of FW1256 during either larval or adult stages only, to benefits seen with lifelong exposure. We found that FW1256 exposure beginning at larval stage (L1) was necessary but not sufficient for longevity increase in *C. elegans* (Fig. 6a). In fact, exposure during the adult stage alone (starting after L4) was detrimental to lifespan (Fig. 6a), resulting in a significant reduction of mean lifespan (mean lifespan: 20.2 ± 0.5 days, compared to control: 21.6 ± 0.5 days, *p* < 0.001) (Fig. 6b, Supplementary Table 2) while lifelong exposure to FW1256 showed significant lifespan extension effect (mean lifespan: 24.5 ± 0.6 days, compared to control: 21.6 ± 0.5 days, *p* < 0.001) (Fig. 6b, Supplementary Table 2) and exposure during the larval stages only was neither detrimental nor beneficial (*p* > 0.05, Fig. 6a, b, Supplementary Table 2).

**Fig. 6:**
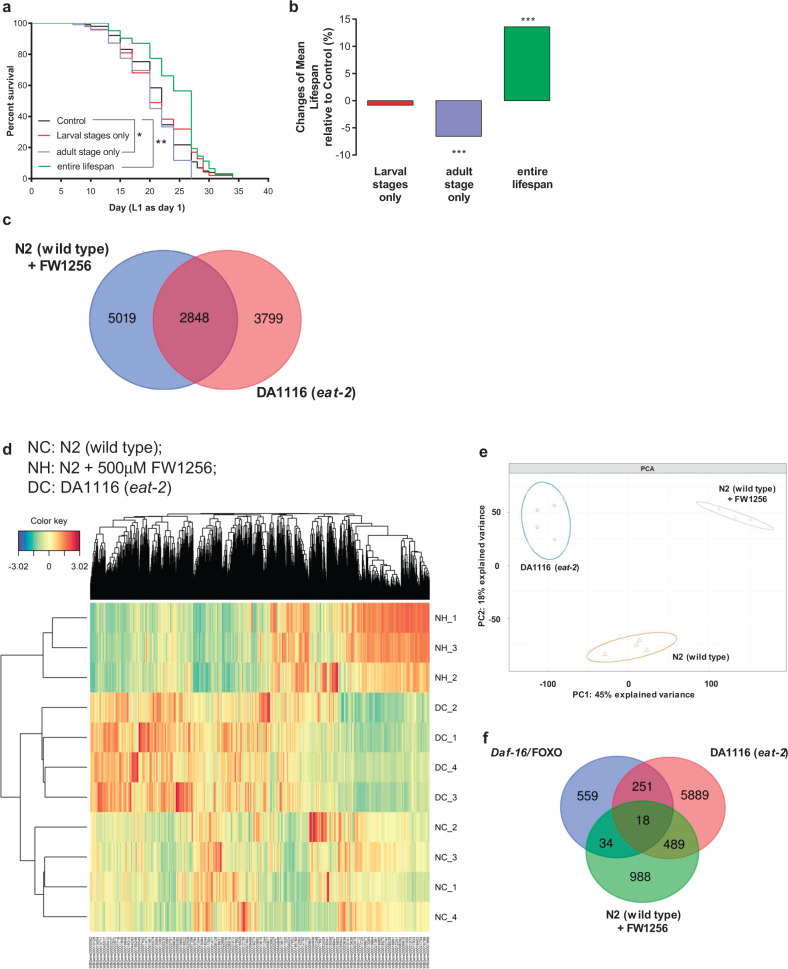
FW1256 acts differently from CR. **a** Survival curves of WT *C. elegans* upon exposure to 500 µM of FW1256 at different developmental stages: Larval only, adult stage only and entire lifespan (*n* = 47–102 animals per condition, log-rank tests, *p < 0.05, **p < 0.01). **b** Percentage change in mean lifespan relative to control (*n* = 47–102 animals per condition, mean lifespans were analyzed using OASIS2, ***p < 0.001). **c** Venn diagram of genes differentially expressed following exposure to FW1256 or in *eat-2* mutants, relative to WT controls (Hypergeometric test, ***p < 0.001). **d** Heatmap and cluster analysis of all genes with expression differences in unexposed WT, WT exposed to FW1256 and unexposed *eat-2* mutants. **e** PCA of unexposed WT, WT exposed to FW1256 and unexposed *eat-2* mutants. **f** Venn diagram of genes downstream of *Daf-16*/FOXO that are affected following exposure to FW1256 or in *eat-2* mutants (Hypergeometric test, non-significant, *p* > 0.05).

### FW1256 is different from CR at the transcriptional level

To further compare effects of FW1256 with those of *eat-2* mutation, we used transcriptomic analysis (RNAseq) to determine sets of differentially expressed genes (DEG) for FW1256-exposed WT and *eat-2* mutants, relative to unexposed WT animals. 

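RNA from pools of whole adult nematodes was sequenced by Illumina paired-end sequencing in 12 samples, 4 each of unexposed WT, FW1256-exposed WT and unexposed *eat-2* mutants. The H_2_S donor FW1256 was given at 500 µM, and *eat-2* mutants, whose pharynx pumps slowly, eat less and are the genetic model of CR. The sample labels add an age of day 6, where the methods give only the adult stage. One label common to every sample describes exposure to FW1256, while the titles and the design of the study give it to 4 samples, and these 4 were taken as exposed. The authors mapped the reads to the WBcel235 transcriptome with kallisto and summarized them to genes with tximport as length-scaled TPM, which yields estimated counts that are not normalized between samples.

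The tables of all libraries cover the same genes, 3363 of the 19985 protein-coding genes in the Ensembl release 115 annotation and 1902 pseudogenes. Over these genes, unexposed WT had between 15319366 and 19020724 estimated counts per library (median 18106554, n = 4). FW1256-exposed WT had between 14769332 and 19199982 (median 16124815, n = 4), and *eat-2* mutants between 14842320 and 19170837 (median 16511676, n = 4). These totals are not the full depth of the libraries, since all other genes were not analysed here per library. Among these is *eat-2* itself (chromosome II, 14166878 to 14171658), for which the authors' deposited table gives a log2 fold change of -0.09 in the mutants (adjusted p = 0.68). Each pair of replicates differed by more than the sampling noise, with a chi-square of 11.6 to 48.2 per gene, so each library counted as 1 sample.

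The heatmap in Fig. 6d names 11 of the libraries. FW1256 replicate 4, with 15862690 estimated counts, is not among them, and the paper's text gives no reason. Values are therefore given over the 11 libraries first, followed for part of the results by those over all 12. For each pair of groups, the estimated counts were rounded, genes with low counts were removed with edgeR's filterByExpr, and the remaining genes were scaled by TMM and tested with edgeR's quasi-likelihood test. A gene with a Benjamini-Hochberg adjusted p under 0.05 was taken as a DEG. The paper's methods name DESeq2 and give a general significance level of 0.05 for its statistics. They set no separate threshold for a DEG and do not state whether this level applies to adjusted values. On simulated counts with 200 changed genes, the same test found 181 of them with 3 libraries against 4, and made 6 false calls. These genes were changed at least 2-fold and were not at a low level. Recovery of smaller changes, which were most of the DEGs below, was not measured.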

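FW1256 exposure changed the expression of 1667 of the 3717 genes tested, with 834 higher and 833 lower than in unexposed WT. In *eat-2* mutants, 1674 of 3786 genes tested were DEGs, 825 of them higher and 849 lower. All groups were labelled day 6, while the paper reports a later peak of progeny production with FW1256 and in *eat-2* mutants. The groups may therefore have differed in reproductive stage, which was not tested apart from exposure or mutation. Both comparisons tested 3683 genes, of which 1662 were DEGs with FW1256, 1636 were DEGs in *eat-2* mutants and 818 were DEGs in both. These shared genes made up 49.2% of the former and 50.0% of the latter. With all 12 libraries, FW1256 exposure gave 1817 DEGs among 3616 genes tested (922 higher, 895 lower), and 883 genes were shared, which is 48.7% of the DEGs for FW1256 and 54.3% of those for *eat-2* mutants. The counts moved most with a limit of at least a 2-fold change, which left 427 DEGs for FW1256 (107 higher, 320 lower), 196 for *eat-2* mutants (174 higher, 22 lower) and 61 shared, so that the even split between higher and lower genes did not hold for large changes. Under library size in place of TMM normalization, the genes changed by FW1256 were split into 605 higher and 992 lower. With any 1 library left out, there were between 1251 and 1621 DEGs for FW1256 and between 1357 and 1631 for *eat-2* mutants.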

Comparing these DEGs showed that 2848 of 7867 genes (36%) significantly affected by FW1256 were also regulated in *eat-2* mutants, while 43% of genes in the DEG of *eat-2* mutants were also affected by exposure to FW1256 (Fig. 6c). This level of overlap is statistically significantly higher than expected by chance (*p* < 0.001) (Fig. 6c). However, since both interventions extend lifespan, it may not be surprising that they share some of the same genetic targets. 

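By chance, 738.3 genes were expected to be DEGs in both comparisons, so the overlap was 1.11 times the expected number (one-sided exact hypergeometric test over the genes tested in both, p = 6.44e-08). Over all 12 libraries the overlap was 1.08 times the 818.1 genes expected (exact hypergeometric test, p = 8.07e-06). The choice of background set the size of this excess. When every gene with a count in any library was used, 5075 genes, the expected number fell to 549.9 and the overlap was 1.49 times as large (exact hypergeometric test, p = 9.2e-64). The hypergeometric test treats genes as independent, and both comparisons use the same WT libraries. The overlap was therefore also simulated in sets of 25 draws. Unchanged groups were set against the real WT libraries. Unrelated changes were set against simulated WT libraries, common to both comparisons in a draw, and only the FW1256 changes were shuffled. The latter sets do not carry correlations between genes in the real WT libraries. Groups drawn without any change had 0.04 DEGs per comparison on average and shared none in any draw. Groups given unrelated changes, with each gene taking the change of another gene of similar level, shared 1.07 times the expected number on average (range 1.03 to 1.11). When every tested gene was given a change, the mean was 1.04 (range 1.01 to 1.10), and when changes were shuffled among all genes it was 1.14 (range 1.08 to 1.23). The observed overlap therefore lay at the upper end of the range in the first of these simulations, above it in the second and within it in the third. The authors' deposited tables showed no such excess. In both, 507 genes passed an adjusted p of 0.05, where chance gives 510.9 over the 4468 genes with an adjusted p in both. This does not test the paper's overlap, since the authors' deposited table for FW1256 has 1530 genes past 0.05, the paper 7867 DEGs. For 557 of 3212 genes compared, the mean in that table was under 50% of that for *eat-2* mutants.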

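Among the genes that were DEGs both in FW1256-exposed WT and in *eat-2* mutants, 459 changed in opposite directions and 359 in the same direction. The opposite share was 56.1% (exact Clopper-Pearson 95% confidence interval 52.6 to 59.5, treating genes as independent), and 57.0% over all 12 libraries. FW1256 raised and *eat-2* mutation lowered 264 genes, and the reverse held for 195. Both raised 252 genes and both lowered 107. The majority of opposite directions was not kept under all settings. It was 47.6% with library size in place of TMM normalization and 34.4% among shared genes with at least 2-fold changes, and 49.8% without WT replicate 2. Among the 507 genes shared in the authors' deposited tables, the opposite share was 39.1%. Groups with unrelated changes were set against simulated WT libraries. Opposite directions held for 56.9% of shared genes on average (range 54.6 to 61.1) when changes were shuffled among genes of similar level. The mean was 54.9% (range 51.7 to 57.5) when every gene was changed and 49.6% (range 45.7 to 53.5) when they were shuffled among all genes. Across genes, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson r of 0.139 (0.137 over all 12 libraries) and a Spearman rho of 0.0186. Unchanged groups simulated against the real WT libraries had an r of 0.457 on average (range 0.318 to 0.556). Groups with unrelated changes had means of 0.0512, 0.0289 and 0.0943 in the respective simulations. In magnitude, the median absolute log2 fold change of the DEGs was 0.50 for FW1256 and 0.37 for *eat-2* mutants.

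Among shared DEGs with a symbol, a mean of at least 100 counts in each comparison and no overlap between the groups, the largest products of opposite log2 fold changes were those of *eol-1*, *bus-8B* and *tir-1*. On chromosome V from 13979462 to 13980907, *eol-1* was expressed at 27.7 ± 9.08 CPM in unexposed WT (SD, n = 4), 0.895 ± 0.304 in FW1256-exposed WT (SD, n = 3) and 53.2 ± 6.05 in *eat-2* mutants (SD, n = 4). Its log2 fold change was -4.97 with FW1256 (standard error 0.36, adjusted p = 4.37e-05) and 0.94 in *eat-2* mutants (standard error 0.20, adjusted p = 0.00483), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene *bus-8B* (chromosome X, 5493332 to 5496050) overlaps *bus-8A* and T23F2.2, so its counts are uncertain. Its log2 fold change was -3.52 with FW1256 (standard error 0.28, adjusted p = 7.49e-05, edgeR) and 0.74 in *eat-2* mutants (standard error 0.19, adjusted p = 0.0127, edgeR). For *tir-1* (chromosome III, 3869590 to 3901642), the level went from 606 ± 155 CPM in unexposed WT (SD, n = 4) to 131 ± 12.2 (SD, n = 3) with FW1256 and 1327 ± 151 (SD, n = 4) in *eat-2* mutants, with log2 fold changes of -2.22 (adjusted p = 9.82e-05, edgeR) and 1.13 (adjusted p = 7.46e-04, edgeR). The mean of *tir-1* in the authors' deposited table for FW1256, which covers only genes of the per-library tables, is 68.2% of that in the authors' deposited table for *eat-2* mutants, so its values may leave out some transcripts. In FW1256 replicate 4, *eol-1* was at 0.322 CPM, *bus-8B* at 2.77 and *tir-1* at 195, and over all 12 libraries their log2 fold changes with FW1256 were -5.22, -3.63 and -2.05.

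The gene C38D9.2 (chromosome V, 17567150 to 17571742), which had fewer counts with FW1256, also changed in opposite directions, with log2 fold changes of -2.56 with FW1256 (adjusted p = 5.96e-04, edgeR; -2.68 over all 12 libraries) and 2.03 in *eat-2* mutants (adjusted p = 4.48e-04, edgeR). The gene *ugt-64* (chromosome V, 3503080 to 3506352, overlapping C07G3.10) had a log2 fold change of 0.24 with FW1256 (adjusted p = 0.0082, edgeR) and of -1.62 in *eat-2* mutants (adjusted p = 7.44e-06, edgeR). The ferritin gene *ftn-1* (chromosome V, 7546468 to 7547579) fell from 54.5 ± 14.6 CPM in unexposed WT (SD, n = 4) to 1.76 ± 0.500 with FW1256 (SD, n = 3; 0.967 in replicate 4) and to a lesser degree in *eat-2* mutants. These were log2 fold changes of -4.97 (adjusted p = 2.18e-05, edgeR) and -1.76 (adjusted p = 3.42e-04, edgeR). Y54G2A.45 (chromosome IV, 2805857 to 2809034), for which the same ratio of the authors' deposited tables is 55.1%, rose by log2 fold changes of 2.56 with FW1256 (adjusted p = 3.2e-05, edgeR) and 2.17 in *eat-2* mutants (adjusted p = 4.04e-04, edgeR). With FW1256, *col-160* (chromosome V, 13200982 to 13202189, overlapping *col-159*) rose by 2.75 on the log2 scale (adjusted p = 9.82e-05, edgeR; 2.69 over all 12 libraries), and its change in *eat-2* mutants was not significant (0.67, adjusted p = 0.173, edgeR). T01C3.11 (chromosome V, 14999535 to 15000029, overlapping *rps-16*) fell in both, with log2 fold changes of -3.97 with FW1256 (-4.08 over all 12 libraries) and -1.35 in *eat-2* mutants (adjusted p = 5.12e-04, edgeR). So did *srw-85* (chromosome V, 19429387 to 19431136, with a ratio of 43.8% between the means in the authors' deposited tables), by -2.79 and -2.37 (adjusted p = 1.73e-04 and 6.71e-05, edgeR). The gene *irg-4* (chromosome IV, 12435833 to 12438236) rose by 0.82 with FW1256 (adjusted p = 0.0102, edgeR) and by 2.22 in *eat-2* mutants (adjusted p = 1.22e-04, edgeR). Over all 12 libraries its rise with FW1256 was 0.66 (adjusted p = 0.0348, edgeR). FW1256 replicate 4, at 11.3 CPM, lay within the range of unexposed WT (7.73 to 12.9 CPM). The rise of *pud-3* (chromosome V, 2324634 to 2325152) varied between libraries, from 14.9 ± 13.7 CPM in unexposed WT (SD, n = 4) to 81.2 ± 63.8 with FW1256 (SD, n = 3). Its log2 fold change with FW1256 was 2.44 (2.36 over all 12 libraries), and its adjusted p of 0.0235 (edgeR) became 0.106 without FW1256 replicate 2, 0.0609 without WT replicate 1 and 0.0591 without WT replicate 3. In *eat-2* mutants it was 1.95 (adjusted p = 0.0295, edgeR), and the adjusted p became 0.0721 without WT replicate 1, 0.0781 without WT replicate 3, 0.0752 without *eat-2* replicate 2 and 0.0709 without *eat-2* replicate 3.

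**Figure D1:**
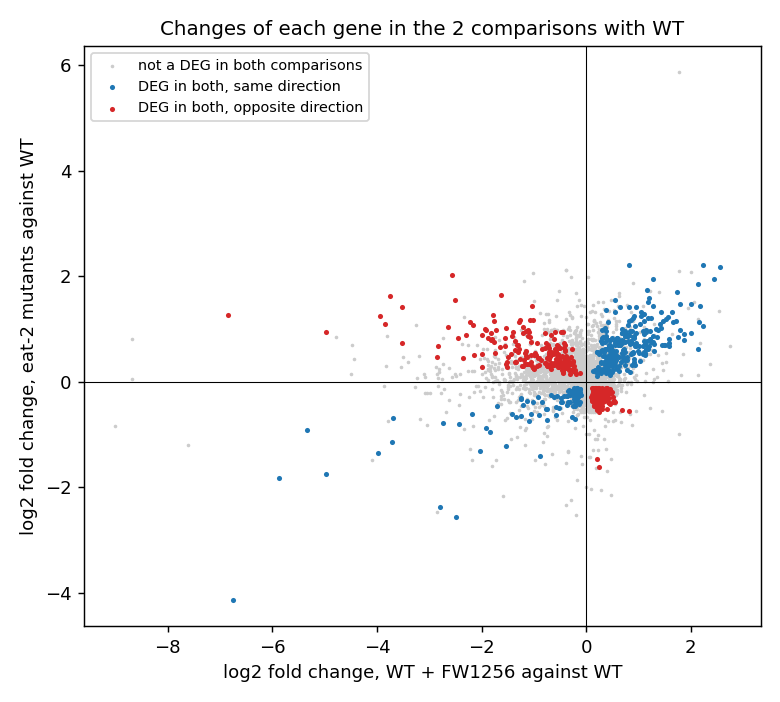
Each point is 1 gene tested in both comparisons, with its log2 fold change in FW1256-exposed WT on the x axis and in *eat-2* mutants on the y axis, both against unexposed WT. Of the genes that were DEGs in both, 459 in red lie in the quadrants of opposite direction and 359 in blue in those of the same direction, and grey points were not DEGs in both.

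**Figure D2:**
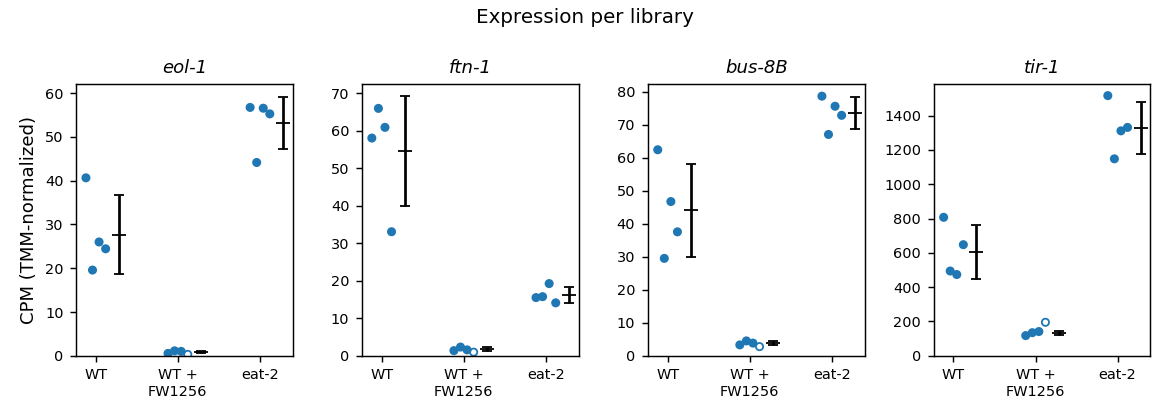
Expression of *eol-1*, *ftn-1*, *bus-8B* and *tir-1* in TMM-normalized CPM, with 1 circle per library and the mean ± SD beside each group. The open circle is FW1256 replicate 4, which the mean ± SD leaves out; all 4 genes were lower in each FW1256-exposed library than in each unexposed WT library, and *eat-2* mutants lay above unexposed WT except for *ftn-1*.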

A heatmap analysis further revealed that many of the gene expression changes induced by FW1256-exposure were different in direction and magnitudes from the gene expression changes induced by *eat-2* mutation (Fig. 6d). 

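PCA was run on log2 CPM (TMM normalization, prior count 2) of the 3887 genes kept over the 11 libraries, centred and not scaled. The first principal component (PC1) held 43.8% of the variance and the second (PC2) 16.0%, compared with 45.8% and 14.4% over all 12 libraries. In the space of both components, the mean of FW1256-exposed WT lay 58.6 from the mean of *eat-2* mutants, as the Euclidean distance between positions. The smallest distance between a library of one and a library of the other was 52.9, larger than the largest distance between libraries of the same group, 7.48. Unexposed WT lay 48.7 from FW1256-exposed WT (smallest distance between libraries 42.4) and 35.6 from *eat-2* mutants (smallest distance 30.2), with at most 11.5 between libraries within these groups. Over all 12 libraries the distances between the group means were 56.8, 47.1 and 34.8 in the same order. The share of variance on PC1 moved most when only DEGs were used, to 60.4%.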

Principal component analysis (PCA) further revealed that gene expression changes following FW1256-exposure and *eat-2* mutation were well-separated, being far from each other in transcriptional space. Interestingly, in the PCA, WT exposed to FW1256 and *eat-2* mutants lie in opposite directions relative to unexposed WT, suggesting that FW1256 does not mimic global transcriptional changes of *eat-2* mutants but affects major parts of the transcriptome in a dissimilar or opposite way as CR (Fig. 6e). 

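On PC1, unexposed WT were at 5.44 ± 4.95 (SD, n = 4), FW1256-exposed WT at -36.4 ± 3.39 (SD, n = 3) and *eat-2* mutants at 21.9 ± 2.84 (SD, n = 4), so that unexposed WT lay between the other two. On PC2, both FW1256-exposed WT at 6.64 ± 1.23 (SD, n = 3) and *eat-2* mutants at 13.3 ± 2.69 (SD, n = 4) lay on the same side of unexposed WT at -18.3 ± 2.95 (SD, n = 4). Each pair of groups was separated on PC1 without overlap (2-sided exact permutation test, p = 0.0286 for each, the smallest p possible for 3 libraries against 4 and 4 against 4). On PC2, both groups differed from unexposed WT with the same p. FW1256-exposed WT (5.26 to 7.63) and *eat-2* mutants (10.1 to 16.0) did not overlap on PC2 either, with a p of 0.0571 (exact permutation test) for 3 libraries against 4. FW1256 replicate 4 was at -32.1 on PC1 and 3.32 on PC2 in the PCA of all 12 libraries, where the group means were 8.85, -32.5 and 23.6 on PC1 and the difference on PC2 had a p of 0.0286 (exact permutation test). Over all genes kept, the angle between the change from unexposed WT to FW1256-exposed WT and the change to *eat-2* mutants was 86.5 degrees (86.2 over all 12 libraries), close to a right angle. Unchanged groups simulated against the real WT libraries gave 62.8 degrees on average (range 58.7 to 66.6). Groups with unrelated changes, against simulated WT libraries, gave 87.4 degrees (range 84.0 to 90.8) when changes were shuffled among genes of similar level. The mean was 89.2 (range 87.3 to 90.9) when every gene was changed and 85.4 (range 83.0 to 88.6) when they were shuffled among all genes. Under these simulations of unrelated changes, unexposed WT lay between the other two groups on PC1 in 25 of 25 draws each.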

One of the key transcription factors thought to mediate CR benefits is *Daf-16/*FOXO^68^. Among 862 genes that were downstream of *Daf-16*/FOXO, 52 genes were regulated by FW1256 while 269 genes were regulated in *eat-2* mutants, with only 18 genes being affected by both FW1256 and *eat-2* mutation (Fig. 6f). This level of overlap is non-statistically significantly higher than expected by chance (*p* > 0.05) (Fig. 6f). 

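The list of genes downstream of DAF-16 behind Fig. 6f was not used here. Of 18 genes written down as reporters induced by DAF-16, 3 were measured per library, the catalase genes *ctl-1* and *ctl-2* and the glyoxylate cycle gene *icl-1*. The reads of *ctl-1* and *ctl-2*, which are near-identical paralogs, may be split between them, so their values are uncertain. With FW1256, the log2 fold change was -0.92 for *ctl-1* (standard error 0.08, adjusted p = 8.3e-05), -0.86 for *ctl-2* (standard error 0.09, adjusted p = 2.82e-04) and -0.82 for *icl-1* (standard error 0.11, adjusted p = 6.88e-04), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *eat-2* mutants, the changes were -0.29 for *ctl-1* (adjusted p = 0.0119, edgeR), -0.21 for *ctl-2* (adjusted p = 0.0763, edgeR) and -0.21 for *icl-1* (adjusted p = 0.28, edgeR). Thus 1 of these 3 genes was a DEG in both comparisons. The change in FW1256-exposed WT and that in *eat-2* mutants differed for each of the 3 genes when the groups were tested against each other, with log2 fold changes of -0.63, -0.65 and -0.62 (largest adjusted p = 0.00843, edgeR). The gene *daf-16* itself (chromosome I, 10750498 to 10776703, with 11 isoforms) was at 48.7 ± 4.00 CPM in unexposed WT (SD, n = 4), 66.1 ± 15.5 in FW1256-exposed WT (SD, n = 3; 52.1 in replicate 4) and 69.0 ± 6.48 in *eat-2* mutants (SD, n = 4). The mean of *daf-16* in the authors' deposited table for FW1256, which covers only genes of the per-library tables, is 15.2% of that in the authors' deposited table for *eat-2* mutants, so these values may cover only a part of its transcripts. Its rise was past the threshold in *eat-2* mutants (log2 fold change 0.51, adjusted p = 0.002, edgeR), for which the authors' deposited table gives -0.21 (adjusted p = 0.0322). With FW1256 the authors' deposited table gives 0.46 (adjusted p = 0.00801), and here it was at the threshold (0.43, adjusted p = 0.0478, edgeR) and no longer past it over all 12 libraries (0.35, adjusted p = 0.0755) or without FW1256 replicate 2 (0.26, adjusted p = 0.171), FW1256 replicate 3 (adjusted p = 0.115) or WT replicate 1, 2, 3 or 4 (adjusted p = 0.113, 0.0785, 0.0647 and 0.0734).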

Taken together, these data show that, while FW1256 affects some of the same downstream genes as *eat-2* mutation, global gene expression changes are dissimilar between FW1256-exposed animals and *eat-2* mutants, suggesting that FW1256 does not mimic CR at the transcriptional level.

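FW1256-exposed WT and *eat-2* mutants were also tested directly against each other, without the WT libraries. Of 3790 genes tested, 2477 differed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1174 of them higher and 1303 lower in FW1256-exposed WT, and over all 12 libraries 2575 of 3715 differed. Of the 641 genes with at least a 2-fold difference, 48 were higher and 593 lower in FW1256-exposed WT. With any 1 library left out, between 2229 and 2452 genes differed. Of the 2523 genes that were DEGs in at least 1 comparison with unexposed WT, 2511 were tested here and 2075 (82.6%) differed. Of the genes that were DEGs in both comparisons, 619 differed, including 160 of those that changed in the same direction. The paper draws on the heatmap, the group positions in the PCA and the overlap of DEGs, which it states to be larger than chance. It also draws on an overlap among genes downstream of DAF-16 that it states to be not significantly larger than chance. From these, the paper reasons that some downstream genes are shared while the global changes are dissimilar. It proposes from this that FW1256 does not mimic CR at the level of transcription.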

## Discussion

Exposure of *C. elegans* to H_2_S gas at 50ppm extends mean lifespan by up to 70%^25^. Here show that a novel slow-releasing H_2_S donor, FW1256, which releases H_2_S more rapidly than previous compounds, extended mean lifespan by up to 51% (with an average of 33.8% across 5 experimental repeats). The observation that FW1256 is non-toxic at 500 µM is consistent with a previous report that high concentrations (up to 500 µM) of FW1256 are non-toxic in human lung fibroblasts^38^. Exposure to FW1256 also promoted health and reproduction in *C. elegans*. Although evolutionary theories imply that links between longevity benefit and fitness tradeoffs are obligatory^69,70^, our data show that FW1256 caused fewer fitness costs, at least on those aspects of fitness that we tested.

Given the evidence that H_2_S plays a role in mediating CR-associated benefits^17^, we used FW1256 to elucidate the function of H_2_S in the context of CR and to evaluate the capability of H_2_S donor compounds to replicate CR-associated effects in *C. elegans*. While FW1256 replicated some of the phenotypes of *eat-2* mutants, our data suggest that exogenous H_2_S does not completely mimic CR. We found that (i) FW1256 did not delay developmental rate substantially, (ii) FW1256 only slightly delayed reproduction but, in contrast to *eat-2* mutation, (iii) FW1256 did not reduce reproductive capacity and (iv) FW1256 did not affect the final body length of nematodes. FW1256 promoted further lifespan and healthspan extension in *eat-2* mutants and FW1256 also promoted healthy longevity with less severe fitness costs than seen in *eat-2* mutants. Furthermore, in contrast to CR, H_2_S exposure throughout the entire lifespan was required for lifespan benefits. These data imply that H_2_S is involved in regulating CR-associated effects, but that its regulatory function is more complex than appreciated previously. Finally, transcriptomics analysis showed that global transcriptional changes between WT exposed to FW1256 and *eat-2* mutants were different. This further confirmed that FW1256 and CR evoke mostly independent or only partially overlapping pathways to elicit their lifespan extension effect.

Our findings suggest that FW1256 elevated rather than reduced oxidative stress in some compartments, although only 8-OHdG was elevated significantly. The effect of FW1256 on mitochondrial ROS as evaluated by mitoSOX contrasts with previous results showing that another H_2_S releasing drug, GYY4137, reduces mitoSOX levels substantially^33^, suggesting that H_2_S does not always act as an antioxidant.

In conclusion, we have validated FW1256, a novel slow-releasing H_2_S donor, as a tool for the delivery of exogenous H_2_S. We found that delivery of exogenous H_2_S by FW1256 extended lifespan and promoted healthy ageing in *C. elegans*. These lifespan and healthspan benefits were of a similar magnitude as those typically resulting from CR. This is consistent with previous reports that H_2_S may be a key mediator of lifespan benefits associated with CR. However, the present work suggests that H_2_S releasing donors do not mimic CR completely. Since the benefits of H_2_S exposure on lifespan and healthspan are associated with fewer fitness tradeoffs, research into the role of H_2_S in longevity may reveal novel ways to modulate ageing.

## Methods

### Maintenance of *C. elegans*

The following *C. elegans* strains were used in this study: wild type (N2), RB839 (*cbs-2*), VC2569 (*cth-1*), OK2040 (*mpst-1*), DA1116 (*eat-2*). The nematodes were maintained and exposed to H_*2*_S donor compounds (FW1251 and FW1256) according to the protocol as described previously^33^. FW1251 and FW1256 were synthesized as described elsewhere^38^ and drugs were supplied by Professor Brian William Dymock and Dr. Feng Wei from the Department of Pharmacy, Faculty of Science, National University of Singapore. Briefly, synchronous cultures of nematodes were obtained by hypochlorite treatment of gravid adult nematodes as described previously^71^. Eggs obtained from hypochlorite treatment were allowed to hatch in M9 buffer with rotation at 20 rpm overnight in order to obtain synchronized larval stage 1 (L1) nematodes. Synchronized L1 stage larvae were then maintained in the liquid medium containing M9 buffer, *Escherichia coli* OP50-1, and streptomycin (200 µg/ml) in the presence or absence of H_2_S donor compounds for 48 h at 20 °C. Thereafter, nematodes were transferred and cultivated on freshly prepared standard petri-dishes containing nematode growth medium (NGM) agar seeded with *E. coli* OP50-1 (see ^58^) (For more information regarding freshly prepared NGM agar and *E. coli* OP50-1, see Supplementary Fig. 9 and Supplementary Fig. 10) with or without addition of H_2_S donor drugs.

### Lifespan determination assay

Lifespan assays were carried out as described elsewhere using randomization and operator blinding^72^. Nematodes were scored as live or dead and surviving nematodes were transferred to fresh NGM agar plates every 1 to 2 days. Death was scored based on failure to respond to gentle prodding with inoculation loop. Nematodes that died due to internal hatching, crawled off plates or lost were censored.

### Mobility status

Locomotion of 200 nematodes in each condition was assessed simultaneously as previously described^49,73^. The locomotion patterns of nematodes were classified into 3 classes. Class A animals moved constantly, class B animals only moved when prodded while class C animals showed movement of their head and tail only. Both Class A and B nematodes were scored as “healthy” whereas class C and dead nematodes were scored as unhealthy^73^. The progression from healthy to non-healthy classes was scored and the rate was utilized as the index of mobility status in each population.

### Egg laying studies

10 larvae from each condition were transferred onto individual NGM agar plates with or without FW1256 (500 µM). Thereafter, each nematode was transferred to a new NGM agar plate daily until egg laying ceased. Offspring were allowed to develop at room temperature and the number of progeny was quantified 2 days later.

### Nematode length analysis

For each condition, photographs of 10 nematodes were taken at each timepoint using a calibrated Leica MZ10F microscope. Body length of nematodes was quantified using the free curve tool, provided by the Leica Application Suite software (v2.6.0 R1).

### Developmental rates studies

The times required by about 30 to 50 eggs in each condition to become egg-laying adults (first day of adulthood) were observed.

### H_2_S detection in *C. elegans*

*Body volume*: Images of adult nematodes were taken beforehand, using a calibrated Leica MZ10F microscope. Body length and body width of nematodes were quantified using the free curve tool provided by the Leica Application Suite software (v2.6.0 R1). The body volume of nematodes was determined using the formula for the volume of a cylinder, πr^2^h.

*H*_*2*_*S detection*: Adult nematodes were incubated in M9 buffer containing 50 µM of H_2_S sensor, 7-azido-4-methylcoumarin (AzMC) (Sigma-Aldrich) at 20 °C for 2 h. AzMC fluorescence signal were visualized using confocal laser scanning microscope (Zeiss LSM800). The fluorescence intensity was then quantified using ImageJ software and normalized to body volume of nematodes.

### Quantification of ATP levels

ATP levels in 300 nematodes were measured as described previously^58^. Briefly, nematodes were collected and flash frozen. Frozen nematodes were lysed in trichloroacetic acid, followed by centrifugation at 15,000 *g* for 5 min at 4 °C. 5 μl of ATP standards or supernatants of samples were added into a white 96-well microtiter plate containing arsenite ATP buffer. Thereafter, ATP levels were quantified using a luminometer (Synergy H1, Biotek) preprogrammed to inject firefly lantern extract (2 mg/ml).

### mRNA quantification *via* real time polymerase chain reaction

Total RNA was extracted from day 1 adult nematodes using RNeasy Micro kits from Qiagen and was reverse transcribed into cDNA using oligo(dT) priming according to manufacturer’s protocol (GoScript Reverse Transcription System, Promega). Real time PCR was performed using PowerUp SYBR Green Master Mix (Life Technologies) on ViiA7 real time PCR system (Applied Biosystems). Relative fold change was determined by 2^-ΔΔCT^ method and normalized to housekeeping gene, *pmp-3*. Primer sequences as listed below were taken from ^43,74^.

*sqrd-1* Forward primer: GTGATCCTCGCAGAATTTGG

*sqrd-1* Reverse primer: GCTGGTCCATTCCAGTATCC

*ethe-1* Forward primer: TCAGTGCTCAGTTCAAAATCG

*ethe-1* Reverse primer: TGCAGATCTCAATGAATGTTCC

*pmp-3* Forward primer: TGGCCGGATGATGGTGTCGC

*pmp-3* Reverse primer: ACGAACAATGCCAAAGGCCAGC

### Mitochondrial DNA oxidative damage determination

Oxidative damage to mitochondrial DNA was determined using XL-PCR as described elsewhere^64^. Mitochondria were extracted and purified using Prepman Ultra Sample Preparation Reagent (Applied Biosystems). Thereafter, real time PCR was performed using GeneAMP XL PCR kit (applied Biosystems) to assess sequence-specific mitochondrial DNA damage, in which 6.3 kb region of the mitochondrial genome was assessed using SYBR green dye (primer sequences taken from ref. ^75^) and 71 bp region was assessed using Taqman probe

(Forward primer: GAGCGTCATTTATTGGGAAGAAGA

Reverse primer: TGTGCTAATCCCATAAATGTAACCTT).

### ROS quantification

ROS production in *C. elegans* was measured as described^33^ by using MitoSOX Red mitochondrial superoxide indicator (Life Technologies). 100 nematodes were transferred manually into each well of a black 96-well microtiter plate containing 100 µl of M9 buffer and 100 µl of 20 µM MitoSOX red reagent. Thereafter, ROS-associated fluorescence levels were measured every 2 min for 5 h using a fluorescence plate reader (Synergy H1 multimode microplate reader, Biotek) at excitation 396 nm and emission 579 nm at room temperature.

### Respiratory capacity determination

Respiratory capacity in live nematodes was determined as described elsewhere^57^. Briefly, 10 nematodes were transferred into each well of a XF96 microplate containing 200 µl of M9 buffer. Thereafter, oxygen consumption rates (OCR) were measured using XF96 extracellular flux analyzer (Seahorse Bioscience) according to manufacturer’s instruction with the injection of 25 µl of 90 µM carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) (Sigma-Aldrich) and 25 µl of 500 mM sodium azide (Sigma-Aldrich) sequentially. Basal respiration and maximal respiration were determined *via* quantifying area under curve of OCR with and without addition of FCCP.

### 8-OHdG and 8-OHG measurement

Frozen nematodes were sonicated in lysis buffer and DNA was extracted with phenol-chloroform. 100 µg of DNA (Tris pH8) and heavy labelled internal standards were mixed and hydrolyzed according to^76^. Samples were deproteinized with methanol and evaporated under nitrogen. Hydrolyzed nucleosides were dissolved in water for analysis using an Agilent 1200 System coupled to 6460 ESI tandem MS. 10 µl of the samples were injected into Accucore C18 (150 × 3.0 mm, Thermo Scientific) at 30 °C. Solvent A was Acetonitrile and Solvent B was 0.1% Formic Acid. Chromatographic separation was carried out at 0.5 ml/min using the following gradient elution: 1.5 minutes of 98% B followed by 4 min gradient decrease to 95% B, wash with 5% A for 2.5 min before 98% B for equilibration. Total run time was 12 minutes, with 8-OHG, dG, and 8-OHdG eluted at 3.6, 3.3 and 4.7 min, respectively. Mass spectrometry was carried out under positive ion ESI and multiple reaction monitoring (MRM) mode, at 3000 V and 50 psi, 350 °C, 12 L/min nitrogen nebulizer. Ultra-high purity nitrogen was used as collision gas. The compound product ion transitions are listed in Supplementary Table 3.

### RNA sequencing

Approximately 1000 of adult nematodes were harvested and total RNA was extracted using RNeasy Micro kits from Qiagen. Extracted RNA was thereafter sent to NovogeneAIT Genomics Singapore for library prep and sequencing using Illumina HiSeq4000 sequencing platform (Illumina) in a paired end read approach at a read length of 150 nucleotides. The RNAseq reads from each sample were mapped to the reference *C. elegans* transcriptome (WBcel235) with *kallisto* (v0.46.0)^77^. The estimated counts were imported from kallisto to the R environment (v3.6) and summarized to gene-level in length scaled TPM units using the *tximport* package (v1.12.3)^78^. The *DESeq2* package (v1.24.0)^79^ was used to identify differentially expressed genes (DEGs) while the *mixOmics* package (6.8.0)^80^ was used to obtain PCA plot and heatmap.

### Statistical analysis

All data were analyzed using GraphPad Prism version 5.02 software except for mean lifespan data. Lifespan curves were plotted using Kaplan–Meier survival curves and analyzed using log-rank tests while mean lifespans were plotted using GraphPad Prism version 5.02 software and analyzed using OASIS 2 (Online Application for Survival Analysis 2; https://sbi.postech.ac.kr/oasis2)^81^. All other data are presented and plotted as mean ± SEM of at least three separate experiments, analyzed using one-way ANOVA and Bonferroni’s multiple comparisons post-test, unless otherwise noted. Statistical differences with *p* < 0.05 were considered significant.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

reporting summary

## Data Availability

The data that support the findings of this study are available from the corresponding author upon request. All RNA-Seq data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) (accession number GSE146412).

# Supplementary material for: Lifespan and healthspan benefits of exogenous H2S in C. elegans are independent from effects downstream of eat-2 mutation
**Source:** NPJ Aging Mech Dis. 2020 Jun 10;6:6. doi: 10.1038/s41514-020-0044-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

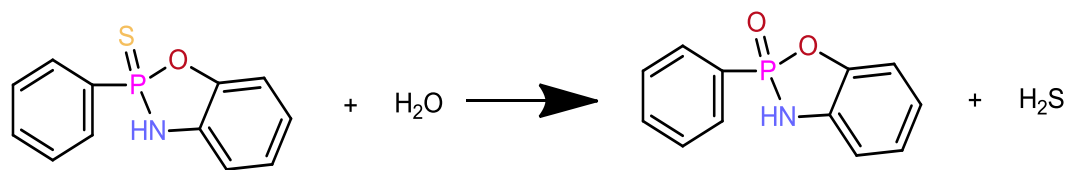

**Supplementary Figure 1.** Mechanism for H<sub>2</sub>S release by FW1256 in aqueous environment.

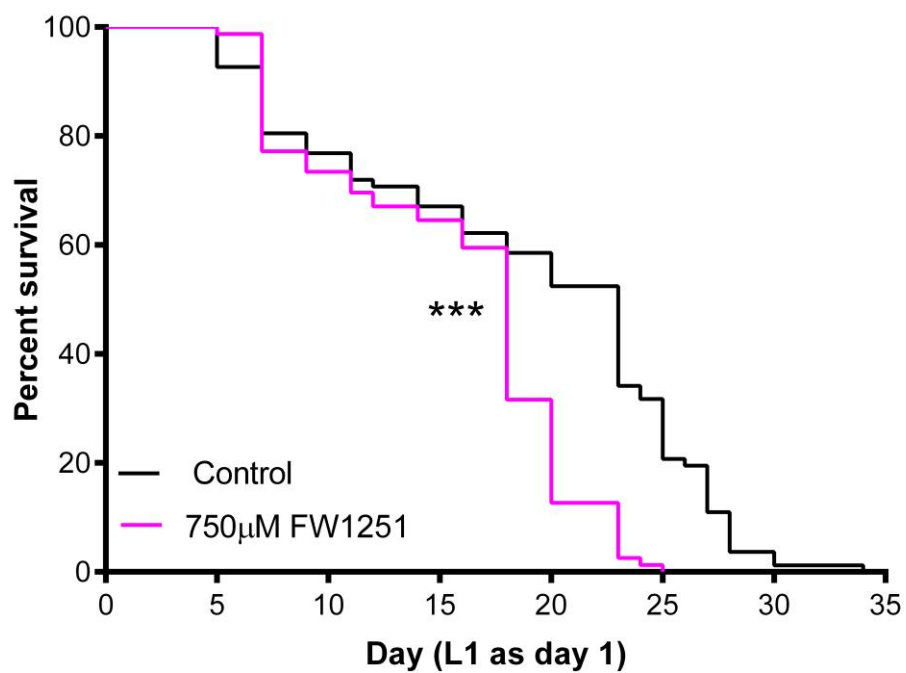

**Supplementary Figure 2.** Toxic effect of 750µM FW1251 on lifespan of WT *C. elegans* (Survival curves were analysed using log-rank tests, \*\*\*  $p < 0.001$ ).

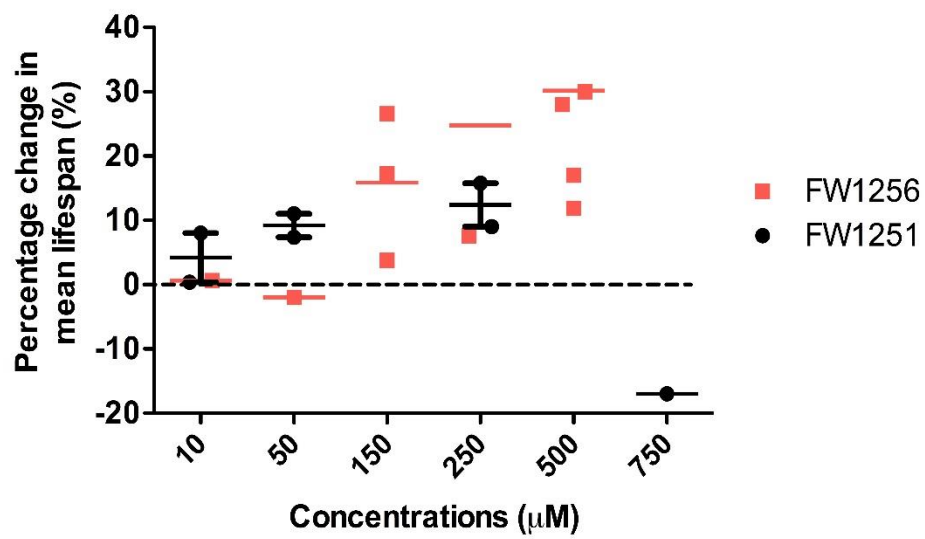

**Supplementary Figure 3.** Percentage change in mean lifespan of *C. elegans* upon exposure to FW1251 (10 $\mu\text{M}$ , 50 $\mu\text{M}$ , 250 $\mu\text{M}$ , 750 $\mu\text{M}$ ) or FW1256 (10 $\mu\text{M}$ , 50 $\mu\text{M}$ , 150 $\mu\text{M}$ , 250 $\mu\text{M}$ , 500 $\mu\text{M}$ ) across all conditions tested.

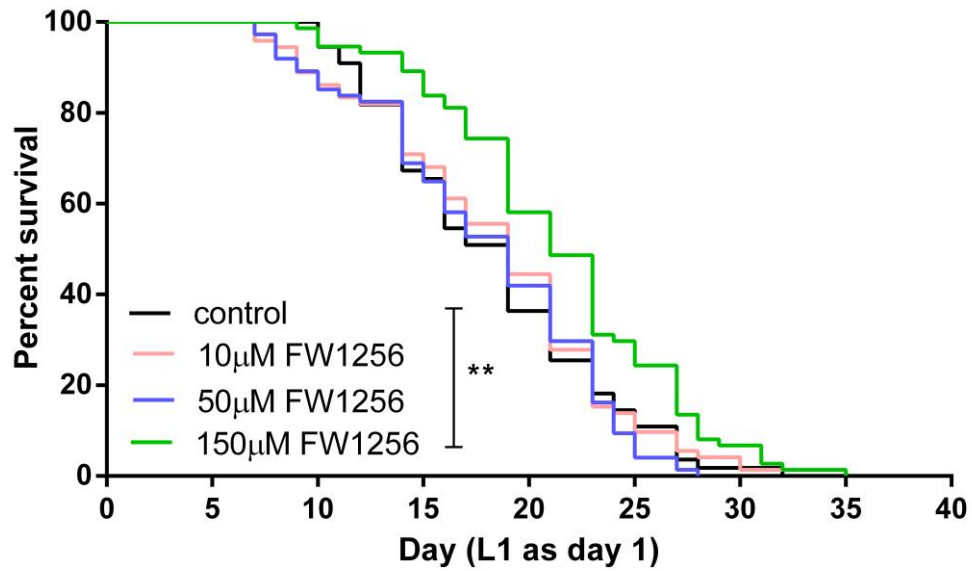

**Supplementary Figure 4.** Effects of FW1256 on lifespan of WT *C. elegans* at concentrations of 150µM and below (Survival curves were analysed using log-rank tests, \*\*  $p < 0.01$ ) (See Supplementary Table 2).

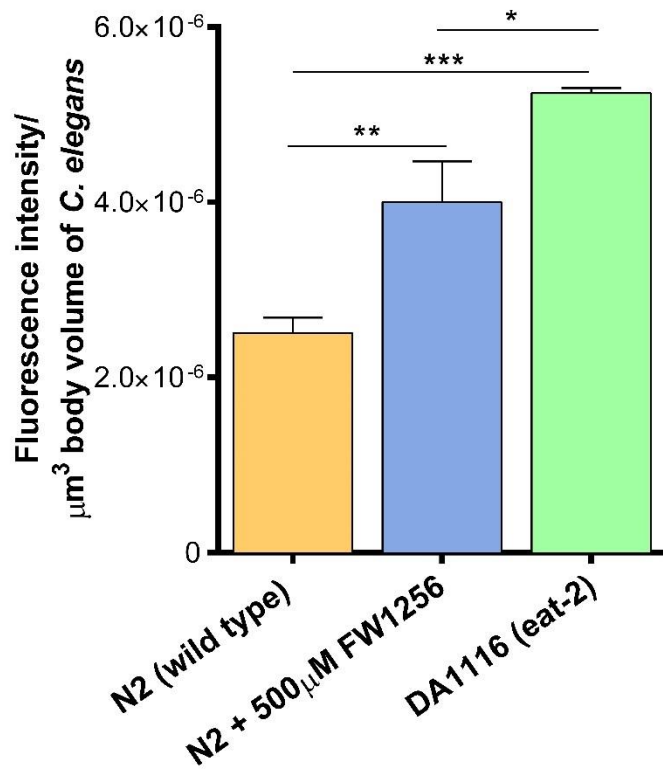

**Supplementary Figure 5.** Fluorescence intensity of the AzMC signal, normalized to body volume of *C. elegans*. Amount of increase in  $\text{H}_2\text{S}$ -related fluorescence seen in *eat-2* mutants is comparable to the FW1256-induced increase as judged by AzMC in wild-type nematodes exposed to 500 $\mu\text{M}$  of FW1256. (One-way ANOVA with Bonferroni's post-test, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ ).

**a**

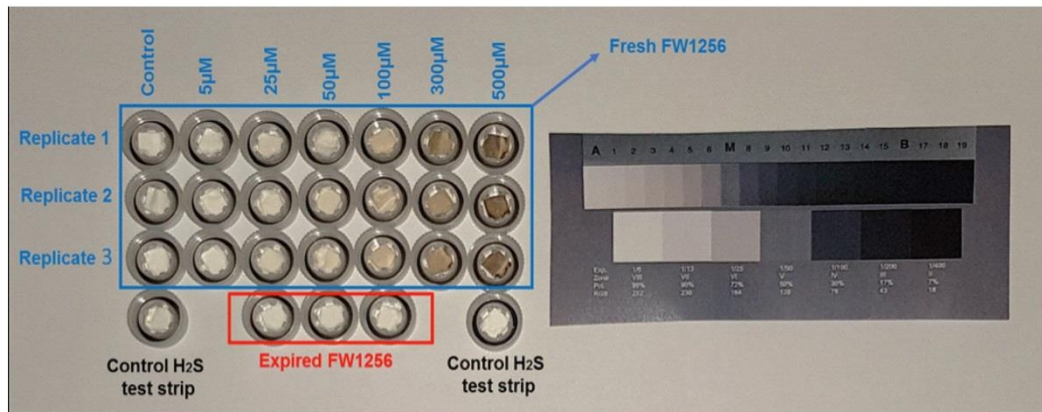

**b**

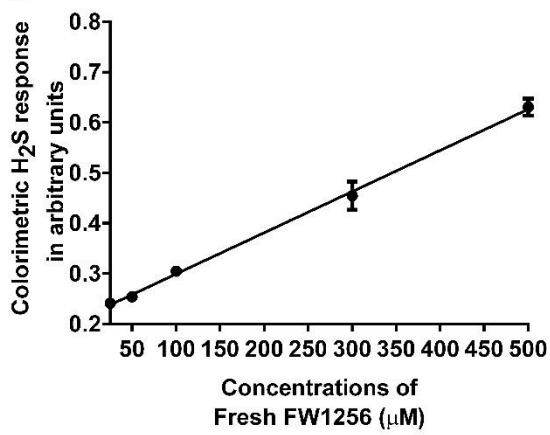

**c**

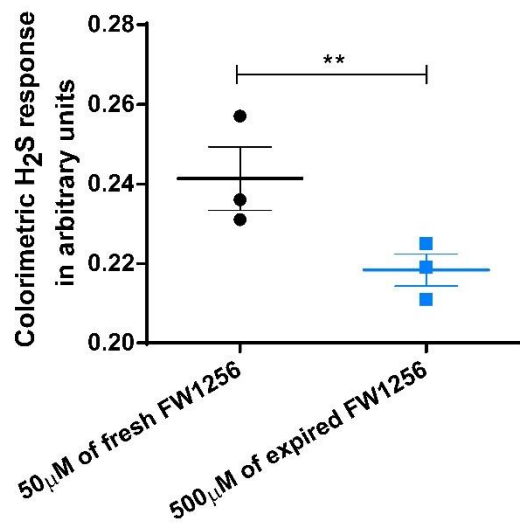

**d**

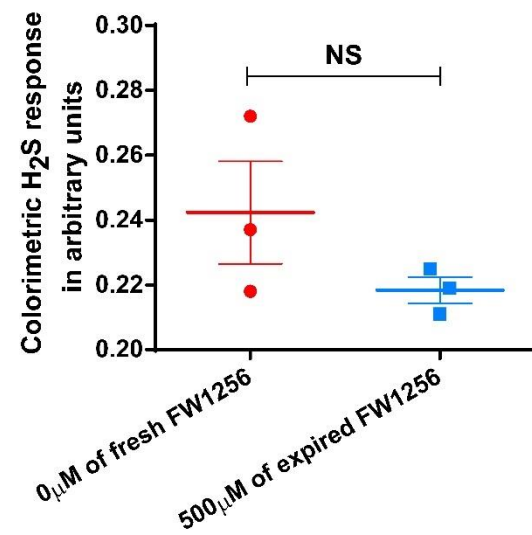

**Supplementary Figure 6.** H<sub>2</sub>S detection from fresh FW1256 and expired FW1256 using H<sub>2</sub>S test strips. **a.** Comparison of H<sub>2</sub>S release from fresh FW1256 and expired FW1256 using H<sub>2</sub>S test strips. Overview showing colour changes observed in H<sub>2</sub>S test strips caused by exposure to H<sub>2</sub>S released by different concentrations of fresh FW1256, compared to colour response seen for expired FW1256. **b.** Standard curve generated based on quantification using ImageJ of H<sub>2</sub>S test strips from a dilution series from fresh FW1256 stock. Test strips were exposed overnight to H<sub>2</sub>S released by a dilution series of fresh FW1256 samples **c.** Comparison between 50µM of fresh FW1256 and 500µM of expired FW1256 (t-test, \*\*  $p < 0.01$ ). 500µM of expired FW1256 released significantly less H<sub>2</sub>S than 50µM of fresh stock, suggesting that H<sub>2</sub>S released from expired FW1256 was more than 90% diminished. **d.** Comparison between 0µM of fresh FW1256 and 500µM of expired FW1256 (t-test, NS  $p > 0.05$ ). H<sub>2</sub>S released from 500µM of expired FW1256 was statistically insignificantly different from 0µM fresh FW1256 stock.

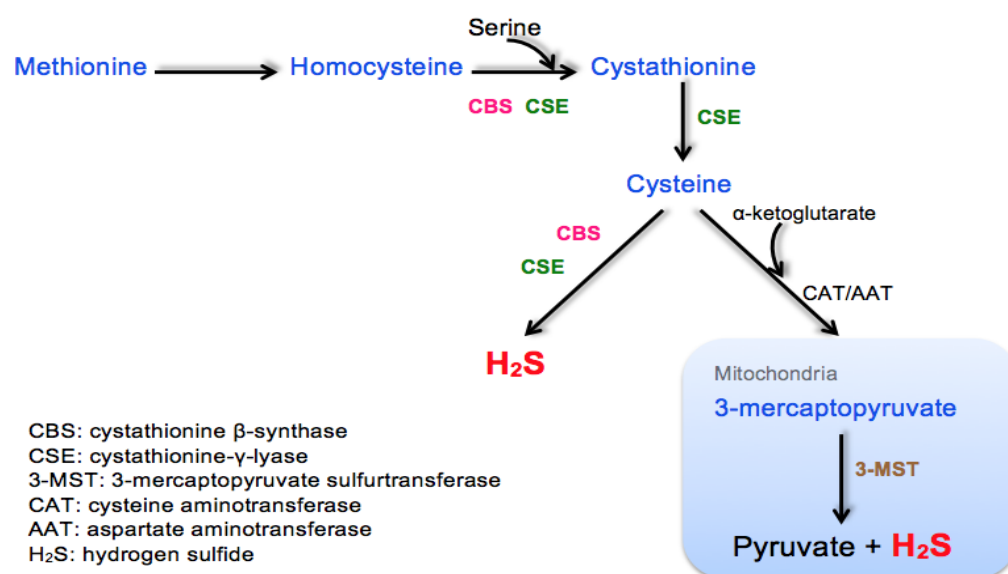

**Supplementary Figure 7.** Schematic diagram of endogenous H<sub>2</sub>S synthesis system.

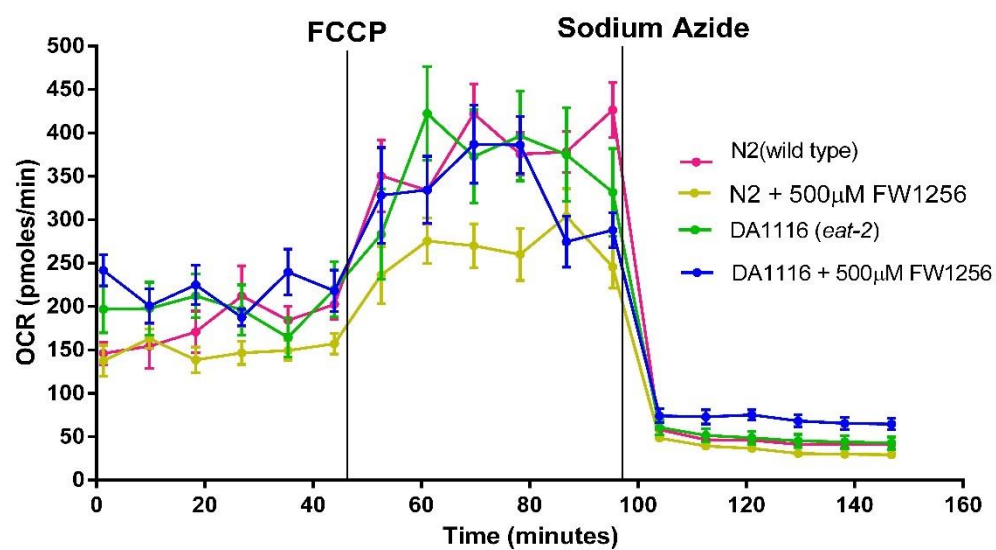

**Supplementary Figure 8.** Example curve from a seahorse experiment to determine basal and maximal respiratory capacity in *C. elegans*.

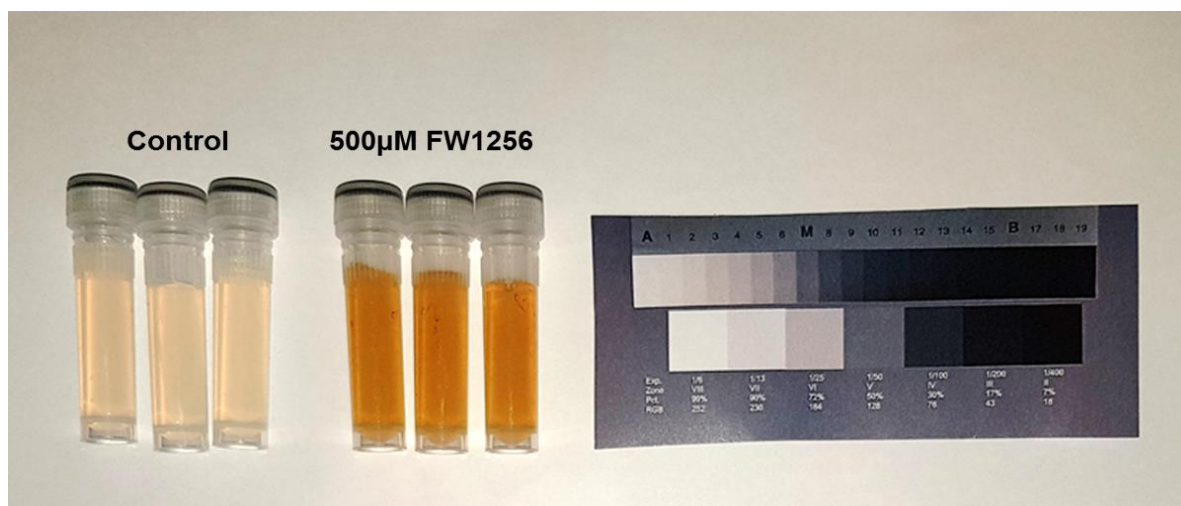

**Supplementary Figure 9.** Change of colour observed in NGM agar after storing at 4°C for a month. The colour of NGM agar without FW1256 remained unchanged whereas NGM agar with 500µM of FW1256 changed to brown after storing it at 4°C for a month. This change occurred gradual over time and was associated with a noticeable decrease in the intensity of the odour associated with release of H<sub>2</sub>S. We therefore concluded that making fresh NGM agar plates weekly is essential to ensure that the amount of H<sub>2</sub>S released is consistent over extended period of time.

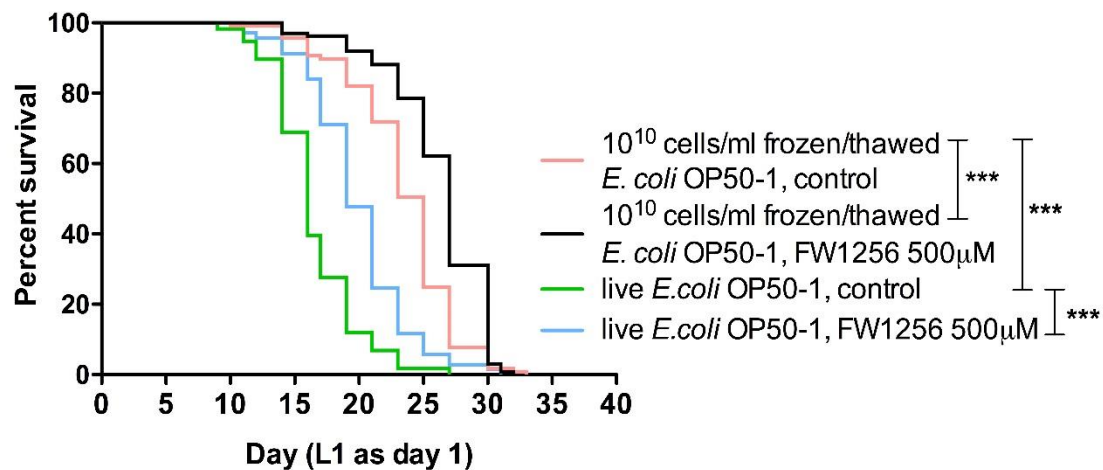

**Supplementary Figure 10.** Effects of FW1256 exposure on lifespan of WT grown on  $10^{10}$  cells/ml of frozen/thawed *E. coli* OP50-1 and live *E. coli* OP50-1 (grown overnight *in situ* on NGM agar plates<sup>71</sup>). While baseline lifespans on these food-sources are different, the types of *E. coli* OP50-1 did not affect the relative efficacy of FW1256 in terms of lifespan-extension (Survival curves were analysed using log-rank tests, \*\*\*  $p < 0.001$ ) (See Supplementary Table 2).

**Supplementary Table 1.** Summary of lifespan effects in five independent repeats of exposure to FW1256 (500 $\mu$ M).

| Trials   | Mean Lifespan $\pm$ SEM (days) |                       | Percentage extension (%) | Log-rank test |
|----------|--------------------------------|-----------------------|--------------------------|---------------|
|          | Control                        | 500 $\mu$ M FW1256    |                          |               |
| <b>1</b> | 16.9 $\pm$ 0.4, n=111          | 25.6 $\pm$ 0.3, n=150 | 51                       | <0.001        |
| <b>2</b> | 16.8 $\pm$ 0.3, n=137          | 24.1 $\pm$ 0.2, n=175 | 43                       | <0.001        |
| <b>3</b> | 17.9 $\pm$ 0.3, n=147          | 23.3 $\pm$ 0.4, n=133 | 30                       | <0.001        |
| <b>4</b> | 18.5 $\pm$ 0.3, n=118          | 23.7 $\pm$ 0.3, n=110 | 28                       | <0.001        |
| <b>5</b> | 19.8 $\pm$ 0.3, n=122          | 23.1 $\pm$ 0.5, n=94  | 17                       | <0.001        |

**Supplementary Table 2.** Summary of lifespan studies

| Figure    | Strains | Condition                         | n   | Mean Lifespan $\pm$ SEM (days),<br><i>p</i> -value compared to<br>N2 control | Log-rank test,<br><i>p</i> -value compared to<br>N2 control |
|-----------|---------|-----------------------------------|-----|------------------------------------------------------------------------------|-------------------------------------------------------------|
| <b>1a</b> | N2      | Control                           | 137 | 17.9 $\pm$ 0.5                                                               |                                                             |
|           |         | 10 $\mu$ M FW1251                 | 145 | 19.4 $\pm$ 0.5, <0.05                                                        | <0.05                                                       |
|           |         | 50 $\mu$ M FW1251                 | 117 | 19.9 $\pm$ 0.5, <0.05                                                        | <0.05                                                       |
|           |         | 250 $\mu$ M FW1251                | 103 | 19.5 $\pm$ 0.7, <0.01                                                        | <0.001                                                      |
| <b>1c</b> | N2      | Control                           | 111 | 16.9 $\pm$ 0.4                                                               |                                                             |
|           |         | 150 $\mu$ M FW1256                | 137 | 21.4 $\pm$ 0.3, <0.001                                                       | <0.001                                                      |
|           |         | 250 $\mu$ M FW1256                | 141 | 24.0 $\pm$ 0.3, <0.001                                                       | <0.001                                                      |
|           |         | 500 $\mu$ M FW1256                | 150 | 25.6 $\pm$ 0.3, <0.001                                                       | <0.001                                                      |
| <b>2d</b> | N2      | Control                           | 163 | 19.9 $\pm$ 0.3                                                               |                                                             |
|           |         | 500 $\mu$ M FW1256                | 127 | 22.9 $\pm$ 0.4, <0.001                                                       | <0.001                                                      |
|           |         | 500 $\mu$ M FW1256 (time-expired) | 102 | 17.1 $\pm$ 0.4, <0.001                                                       | <0.001                                                      |

|             |           |                 |         |                                 |                     |
|-------------|-----------|-----------------|---------|---------------------------------|---------------------|
| <b>3a-c</b> | N2        | Control         | 147     | 17.9 ± 0.3                      |                     |
|             | RB839     | Control         | 115     | 17.2 ± 0.3, >0.05               | >0.05               |
|             |           | 500μM FW1256    | 125     | 26.9 ± 0.5, <0.001 <sup>a</sup> | <0.001 <sup>a</sup> |
|             | VC2569    | Control         | 142     | 18.2 ± 0.3, >0.05               | >0.05               |
|             |           | 500μM FW1256    | 132     | 24.3 ± 0.4, <0.001 <sup>b</sup> | <0.001 <sup>b</sup> |
|             | OK2040    | Control         | 170     | 15.4 ± 0.2, <0.001              | <0.001              |
|             |           | 500μM FW1256    | 181     | 22.4 ± 0.3, <0.001 <sup>c</sup> | <0.001 <sup>c</sup> |
|             | <b>3d</b> | N2              | Control | 122                             | 19.8 ± 0.3          |
|             |           | 500μM FW1256    | 94      | 23.1 ± 0.5, <0.001              | <0.001              |
|             | DA1116    | Control         | 27      | 23.7 ± 1.4, <0.001              | <0.001              |
|             |           | 500μM FW1256    | 63      | 28.1 ± 1.1, <0.001 <sup>d</sup> | <0.01 <sup>d</sup>  |
| <b>6a</b>   | N2        | Control         | 101     | 21.6 ± 0.5                      |                     |
|             |           | L4 only         | 47      | 21.4 ± 0.9, >0.05               | >0.05               |
|             |           | Adult only      | 102     | 20.2 ± 0.5, <0.001              | <0.05               |
|             |           | Entire lifespan | 62      | 24.5 ± 0.6, <0.001              | <0.01               |

|                                |    |                                                  |     |                    |        |
|--------------------------------|----|--------------------------------------------------|-----|--------------------|--------|
| <b>Supplementary Figure 2</b>  | N2 | Control                                          | 82  | 18.8 ± 0.9         |        |
|                                |    | 750µM FW1256                                     | 79  | 15.6 ± 0.7, <0.001 | <0.001 |
| <b>Supplementary Figure 4</b>  | N2 | Control                                          | 55  | 18.3 ± 0.7         |        |
|                                |    | 10µM FW1256                                      | 72  | 18.4 ± 0.7, >0.05  | >0.05  |
|                                |    | 50µM FW1256                                      | 74  | 17.9 ± 0.6, >0.05  | >0.05  |
|                                |    | 150µM FW1256                                     | 74  | 21.4 ± 0.7, <0.01  | <0.01  |
| <b>Supplementary Figure 10</b> | N2 | Frozen/thawed <i>E.coli</i> OP50-1, Control      | 122 | 23.4 ± 0.4         |        |
|                                |    | Frozen/thawed <i>E.coli</i> OP50-1, 500µM FW1256 | 94  | 26.2 ± 0.3, <0.001 | <0.001 |
|                                | N2 | Live <i>E. coli</i> OP50-1, Control              | 27  | 16.5 ± 0.4         |        |
|                                |    | Live <i>E. coli</i> OP50-1, 500µM FW1256         | 63  | 19.9 ± 0.5, <0.001 | <0.001 |

<sup>a</sup>compared to control RB839. <sup>b</sup>compared to control VC2569. <sup>c</sup>compared to control OK2040. <sup>d</sup>compared to control DA1116.

n represents number of animals tested.

**Supplementary Table 3.** Product ion transitions for each compound

|                        | <b>MRM<br/>transition</b> | <b>Dwell Time<br/>(ms)</b> | <b>Fragmentor<br/>(V)</b> | <b>Collision Energy<br/>(eV)</b> |
|------------------------|---------------------------|----------------------------|---------------------------|----------------------------------|
| <b>8OHG-ISTD</b>       | 303 → 171                 | 60                         | 85                        | 10                               |
| <b>8OHG</b>            | 300 → 168                 | 60                         | 85                        | 10                               |
| <b>8OHdG-<br/>ISTD</b> | 287 → 171                 | 60                         | 80                        | 10                               |
| <b>8OHdG</b>           | 284 → 168                 | 60                         | 80                        | 10                               |
| <b>dG-ISTD</b>         | 271 → 155                 | 60                         | 65                        | 5                                |
| <b>dG</b>              | 268 → 152                 | 60                         | 70                        | 6                                |

How the deposited data were processed for this re-analysis (not part of the article)

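RNAseq of *C. elegans* was analysed in 12 samples, 4 each of unexposed WT, FW1256-exposed WT and unexposed *eat-2* mutants. Conditions and replicate numbers were taken from the sample labels and the paper. The values of each library are estimated counts per gene, which the authors deposited after mapping reads to the WBcel235 transcriptome with kallisto and summarizing transcripts to genes with tximport as length-scaled TPM, without normalization between libraries. The authors also deposited tables of their own comparisons, with log2 fold changes and their standard errors, p-values and adjusted p-values per gene and a mean of normalized counts (baseMean). The methods name DESeq2 for such comparisons, and the libraries that entered them are not stated in the paper's text. Values from these tables are named as the authors' and were not used in any test of single genes or groups of libraries.

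All per-library tables cover the same genes, of which 175 were at 0 in all 12 libraries. All but 1 were found by their identifier in Ensembl release 115 of the WBcel235 annotation. This annotation gave symbols, positions and overlapping genes. The totals per library, between 14769332 and 19199982 estimated counts, are sums over these genes and not the full depth. CPM are scaled to these totals, so they exceed CPM over all genes. The totals limit precision for genes with few counts. Results do not extend to genes outside the tables, which were not analysed here per library.

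The estimated counts were rounded to whole numbers. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest) in separate fits for each pair of groups, and p-values were adjusted with the Benjamini-Hochberg method. A gene with an adjusted p under 0.05 was called a DEG. The 11 libraries named in Fig. 6d gave the values reported first, and all 12 were used beside them. The overlap of DEGs was tested with a one-sided exact hypergeometric test over the genes tested in both comparisons with WT. Because these share the WT libraries, they were simulated in 4 sets of 25 draws each. Unchanged groups were set against the real WT libraries. In all other sets, WT libraries were drawn too, from the mean level of the real ones, and only the FW1256 changes were shuffled. These unrelated changes were shuffled within 20 bins of gene level, in the same way for every tested gene, or among all genes. The number of sets and of draws was set after results of earlier sets had been seen, and results of all 4 are given. PCA used log2 CPM with a prior count of 2, centred and unscaled. Positions on the components were compared with 2-sided exact permutation tests.

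The choice of tests, alternatives, named genes and gene lists was made before the data were examined, apart from the simulations and from tests stated to have been chosen later. The named genes were every gene in the paper whose RNA is in the per-library tables, and, in each comparison with WT, the 3 largest rises and the 3 largest falls among DEGs with a symbol, a mean of at least 100 counts and no overlap between the groups, and the 3 shared DEGs with the largest product of opposite log2 fold changes. Under this rule 1199 genes were eligible for FW1256, 1236 for *eat-2* mutants and 593 for both. Genes of the lists named beside them are reported as members of those lists.

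Of 15 gene lists, 10 had at least 3 members among the tested genes, and 9 of these were tested in 3 comparisons with camera in limma 3.58.1 at a preset correlation of 0.01, with adjustment over the 9 lists of each comparison. These were genes of H_2_S synthesis and oxidation, of the response to hypoxia and H_2_S, DAF-16-induced reporters, oocyte and early embryo genes, germline genes, collagens, cytosolic ribosomal proteins, phase I and II detoxification genes and nuclear genes of the respiratory chain. The other lists held vitellogenins, DAF-16-repressed reporters, zygotic embryo genes, major sperm proteins, mitochondrially encoded genes and the genes named by the paper. The last was left out at first, although the design included each list, and was tested together with the 9 lists after their results had been seen. Alternatives were fry and an estimated correlation. Among the 9 lists, 1 gene, *sqrd-1*, is in 2 lists (H_2_S oxidation and the response to hypoxia and H_2_S), and it was not analysed here per library.

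The alternatives for single results were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or library size alone in place of TMM, other filters on low counts, 1 fit over all 3 groups, the replicate number as a block, other thresholds, and each library left out in turn. The PCA was also run with scaled genes, with the 500 most variable genes, with DEGs only and with a prior count of 0.5. Tests were checked on simulated counts with 200 changed genes, which were changed at least 2-fold and were not at a low level. Recovery of smaller changes was not measured. With 4 libraries against 4, edgeR recovered 190 (95.0%) among 3675 genes and made 12 false calls, and with 3 against 4 it recovered 90.5% among 3719 genes. DESeq2 recovered 94.5% with 26 false calls among 3886 genes. Changes planted in opposite directions gave an angle of 108 degrees and equal changes 42.5 degrees, over 3887 genes. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The list of DAF-16 targets in Fig. 6f was not used here.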

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

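The comparisons of low-level genes and of FW1256 replicate 4 were chosen only after their results had been seen, as were all tests on them here, except the test of an even background, whose prediction was written first; its level bins were redefined after a first outcome had been seen. The tests on PC1 of WT replicate 1 were written before their outcome was known.

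Among 66 groups of 4 libraries checked for a library far from the others, 5 had a gap, as a share of the group's range, above Dixon's critical value for 4 values, where 3.3 are expected by chance. WT replicate 1 was the distant library in 3 of them. Its PC1 in the PCA of all 12 libraries was 15.8, while the other WT libraries lay between 6.30 and 6.72 (gap ratio 0.956). In the PCA of the 11 libraries its PC1 was 12.8, against 1.81 to 3.76, and the gap ratio of 0.822 was below the critical value, so this gap depended on the libraries used. Its share of counts in the top 10 genes was 9.17%, against 9.52 to 9.59% (gap ratio 0.833), and its level of C38D9.2 was 10.1 CPM, against 5.07 to 5.90 (gap ratio 0.835). A difference in library size was argued against by thinning every library to the smallest total, after which the gap ratio of PC1 was 0.946. The 10 genes with the most counts, which held 9.48% of counts, were not needed for it either, since the ratio was 0.957 without them. No biological explanation was tested, and the labels name no batch. Without WT replicate 1, there were 1405 DEGs for FW1256 and 1631 for *eat-2* mutants, and the angle between both changes was 88.0 degrees. The remaining gaps were single genes in *eat-2* mutants. The level of *eol-1* was 44.2 CPM in replicate 2, against 55.3 to 56.7 in the others (gap ratio 0.883), and that of *srw-85* was 4.44 CPM in replicate 3, against 3.05 to 3.27 (gap ratio 0.841). Since chance gives a similar number of such gaps, none of these was followed further.

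FW1256 replicate 4 appears in neither Fig. 6d nor Fig. 6e. Of the 1667 genes changed over the other FW1256 libraries, 1653 (99.2%) moved in the same direction in this library relative to the mean of unexposed WT. This share argues against a mislabelled library. The reason for its absence from the figures stays open.

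Genes at a low level, most of which the paper does not discuss, shifted as a group and in opposite directions. Among pseudogenes under 10 CPM, the median log2 fold change was -0.5 with FW1256 (450 genes, bootstrap 95% confidence interval -0.60 to -0.37) and 0.449 in *eat-2* mutants (504 genes, 0.38 to 0.50). The intervals treat genes as independent. Reads shared between pseudogenes and their paralogs were argued against as the whole cause, since protein-coding genes at the same level shifted too, by a median of -0.241 with FW1256 (587 genes) and 0.338 in *eat-2* mutants (602 genes). At 10 CPM and above, the medians of protein-coding genes were 0.03 and -0.05. A difference in library size was argued against by thinning all libraries to the smallest total, after which the median of protein-coding genes under 10 CPM was -0.22 with FW1256 and 0.355 in *eat-2* mutants, and library size in place of TMM normalization kept both signs (-0.31 and 0.36). An even background of reads in *eat-2* libraries, such as genomic DNA, would raise genes at 1 to 3 CPM by 0.815 given the rise of 0.29 among 463 genes at 3 to 10 CPM, whereas 384 genes at 1 to 3 CPM rose by 0.47 (difference -0.34, 95% confidence interval -0.46 to -0.24). A smaller share of germline and oocyte RNA in *eat-2* mutants remains a candidate explanation, as a hypothesis, since the median of 8 oocyte and early embryo genes was -0.466 there and that of 3 germline genes was -0.32. For the fall with FW1256, the matching explanation of a larger share of such RNA could not be decided, because the same 8 genes had a median of 0.0836, too small to tell. Other differences between the groups, such as the number of embryos carried or the tissue composition, were not tested.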

How the results depend on the processing

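Of the counts of DEGs, those with DESeq2, other normalizations, other filters, 1 fit over all groups, adjusted p under 0.1 and unadjusted p under 0.05 stayed within 1.5 times the reported counts in all comparisons. With an adjusted p under 0.01 there were 1065 DEGs for FW1256, 1054 for *eat-2* mutants and 357 shared. With a limit of at least 2-fold there were 427, 196 and 61, and 641 genes between FW1256-exposed WT and *eat-2* mutants, since fewer genes pass stricter thresholds. Leaving out 1 library gave from 1251 to 1621 DEGs for FW1256, from 1357 to 1631 for *eat-2* mutants, from 2229 to 2452 between both and from 616 to 752 shared. The excess of the overlap over chance stayed above 1 in all alternatives, from 1.06 to 3.37 times (exact hypergeometric test, largest p = 0.00231), and from 1.09 to 1.15 with 1 library left out (largest p = 6.18e-05). The authors' deposited tables, which were not among these alternatives, share 507 genes where 510.9 would be expected by chance. They compare only the 4468 genes with an adjusted p in both, so they do not test the paper's overlap.

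With library size in place of TMM normalization, the share of higher genes among the DEGs for FW1256 was 37.9% in place of 50.0%, and 39.0% in place of 47.4% between FW1256-exposed WT and *eat-2* mutants, while for *eat-2* mutants it was 54.1% in place of 49.3%. The median log2 fold change of all genes tested between FW1256-exposed WT and *eat-2* mutants was -0.06 as reported, -0.14 with library size, -0.23 with DESeq2 and -0.26 with every gene with a count, where the last 2 settings tested more genes of low level.

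The share of shared DEGs with opposite directions, 56.1% as reported, was 47.6% with library size only, 47.6% with an adjusted p under 0.01 and 34.4% with at least 2-fold changes, and from 49.8 to 57.5% with 1 library left out (49.8% without WT replicate 2, 50.6% without FW1256 replicate 1). The cause was not tested. The Pearson correlation of both changes stayed above 0 in all settings, from 0.104 to 0.175, and from 0.0938 to 0.202 with 1 library left out. The Spearman rho did not, with -0.0089 in 1 fit over all groups, -0.00428 without FW1256 replicate 2 and -0.0108 without *eat-2* replicate 2.

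For the PCA, PC1 held 47.6% of the variance and PC2 21.4% with scaled genes, 60.4% and 21.3% with DEGs only, and 53.9% and 21.7% for genes with at least 10 counts in every sample. PC2 held 14.4% over all 12 libraries, 13.9% with the 500 most variable genes and 14.0% with a prior count of 0.5. With 1 library left out, PC1 ranged from 38.6 to 47.6% and PC2 from 14.2 to 18.3%. The angle was 84.5 degrees with scaled genes, 89.5 with the 500 most variable genes and 82.6 for genes with at least 10 counts, and ranged from 82.3 to 88.7 with 1 library left out. In all of these it lay under 90 degrees over all genes used. In the plane of PC1 and PC2 it was 86.6 degrees, and 94.0 with the 500 most variable genes. Fewer genes enter some of these settings, and the cause was not tested further.

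The replicate number as a block gave 1490 DEGs for FW1256, 1821 for *eat-2* mutants, 777 shared and 2332 between FW1256-exposed WT and *eat-2* mutants. Libraries with the same number correlated by -0.0399 to 0.238 in their deviations from the group means (median 0.0577). Those with different numbers correlated by -0.222 to 0.185 (median -0.018). These ranges overlap, so whether a replicate number marks a shared batch stays open. Among gene lists, the block brought the hypoxia and H_2_S response genes past the threshold for FW1256 (adjusted p = 0.0295) and the DAF-16 reporters past it between FW1256-exposed WT and *eat-2* mutants (0.0352, against 0.062 without the block).

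Of the gene lists, 2 passed the threshold for FW1256, 3 for *eat-2* mutants and 2 between them. With fry these counts were 7, 2 and 6. With an estimated correlation they were 0, 0 and 0, with 1, 2 and 2 lists at an unadjusted p under 0.05. With 1 library left out, they ranged from 2 to 4 (4 without WT replicate 2), from 2 to 3 and from 2 to 5 (5 without *eat-2* replicate 2). The median of collagens reversed for FW1256 without WT replicate 2 (0.0124; range from -0.86 to 0.0124) and for *eat-2* mutants without *eat-2* replicate 2 (-0.476; range from -0.476 to 0.424). The respiratory chain genes reversed in *eat-2* mutants without WT replicate 2 (0.023; range from -0.0891 to 0.023). The cause was not tested. Over the lists in the comparisons with WT, 221 of 243 values under alternatives kept their direction and side of the threshold, 10 were weaker, 9 stronger and 3 reversed.

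For named genes, 424 of 445 values under alternatives kept both, 13 were weaker, 1 was stronger and 7 were reversed. All reversals were of *mpst-7* in *eat-2* mutants, whose change was within the replicate error in each setting. It was 0.003967 with library size only, 0.004791 for genes with at least 10 counts, and from -0.1426 to 0.07907 with 1 library left out. The weaker values were those of *daf-16* with FW1256 in 9 settings, with the largest adjusted p at 0.171 without FW1256 replicate 2, of *pud-3* in 3 (largest 0.106 without FW1256 replicate 2) and of *mpst-3* in 1 (0.0632 without FW1256 replicate 3). The filter of at least 10 counts in every sample left no value for T01C3.11 with FW1256. For 7 further values, those of genes chosen for 1 comparison in the other comparison with WT, 111 of 115 values under alternatives kept both, and 4 were weaker, all of *pud-3* in *eat-2* mutants (largest adjusted p = 0.0781 without WT replicate 3).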

Differences from the paper's values

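For FW1256-exposed WT, the paper reports 7867 DEGs and 1667 were found here. Under the alternatives set before the data were examined, the count lay between 427 and 1999, the latter with an adjusted p under 0.1, and none closed the gap. The per-library tables hold 3363 protein-coding genes and 1902 pseudogenes, fewer genes than the paper's count of DEGs.

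For *eat-2* mutants, Fig. 6c gives about 6600 DEGs, read by eye, and 1674 were found here. The alternatives set before the data were examined gave between 196 and 2014, and none closed the gap. The authors' deposited table for this comparison covers more genes than the per-library tables and has 6647 with an adjusted p under 0.05.

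Of genes shared by both comparisons, the paper reports 2848 and 818 were found here. Under the alternatives set before the data were examined the count was between 61 and 1124, and none closed the gap.

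The paper states that in the PCA FW1256-exposed WT and *eat-2* mutants lie in opposite directions from unexposed WT. This held on PC1, while on PC2 both lay on the same side (6.64 and 13.3, against -18.3 for unexposed WT), and the angle between both changes was 86.5 degrees, where opposite directions would give more than 90. In the plane of PC1 and PC2 the angle was 86.6 degrees, and under the alternatives set before the data were examined it was above 90 only with the 500 most variable genes (94.0).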

Other observations

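The tests in this part were chosen only after the results had been seen, except the comparison of transcript ends among genes with lower counts; the gene lists and their tests were fixed earlier.

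Other splits of the same libraries did not give similar counts of DEGs. Of the 35 splits of the 7 libraries of FW1256-exposed and unexposed WT, only the real one, 1 split, gave as many as 1667 DEGs. The same held for *eat-2* mutants and unexposed WT (1 of 35 splits of 8 libraries, each split and its mirror being one) and for FW1256-exposed WT and *eat-2* mutants (1 of 35 splits). No other split gave more than 2 DEGs.

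Opposite positions on PC1 may arise without opposing regulation. With unrelated changes against simulated WT libraries, unexposed WT lay between the other groups on PC1 in 25 of 25 draws, as in the data. The angle of 86.5 degrees cannot be told apart from that of unrelated changes, which had a mean of 87.4 degrees with changes shuffled among genes of similar level, because the 3 simulations of unrelated changes disagree. It lay inside the range of this one and of that with changes shuffled among all genes, and below the range when every gene was changed. No draw of the 3 simulations gave as many DEGs for FW1256 as the 1667 observed. The simulation with every gene changed came closest, with 1610 on average. Changes shuffled among genes of similar level gave 1270, and those shuffled among all genes gave 996. The share of opposite directions among shared genes, 56.1%, cannot be told apart either. It lay inside the range with changes shuffled among genes of similar level (mean 56.9%) and with every gene changed, and above it when changes were shuffled among all genes. Unchanged groups were argued against, with a mean angle of 62.8 degrees. The correlation across genes cannot be told apart from that of unrelated changes either. This holds by a rule that also counts the values over all 12 libraries and with 1 library left out, which was set after the results had been seen, whereas by the value over the 11 libraries alone unrelated changes had been excluded. Its Pearson r of 0.139 lay above the highest draws of all 3 simulations (0.11 for genes of similar level, with a mean of 0.0512, and 0.0622 and 0.137 in the others), but r was 0.137 over all 12 libraries and 0.0938 without FW1256 replicate 3. The Spearman rho of 0.0186 lay below the range for genes of similar level (0.0378 to 0.0924) and for changes shuffled among all genes (0.0929 to 0.151), and above the range when every gene was changed (-0.0431 to 0.0162), but it was inside the first of these ranges without WT replicate 2 (0.0702), WT replicate 3 (0.0464), WT replicate 4 (0.0643) or *eat-2* replicate 1 (0.053), and inside the last without FW1256 replicate 2 (-0.00428), FW1256 replicate 3 (0.000479), WT replicate 1 (0.00624) or *eat-2* replicate 2 (-0.0108). The share of all tested genes with opposite signs, 54.8%, lay above the highest draws of all 3 simulations (47.8, 53.6 and 46.1%), but was 52.4% without WT replicate 2, within the range when every gene was changed. No relation between both changes is therefore claimed.

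Gene lists were tested in each comparison with camera in limma. With FW1256, 3 DAF-16-induced reporters fell (median log2 fold change -0.86, adjusted p = 3.22e-04, all 3 were DEGs, and 3 adjusted over the list alone), of which *ctl-1* and *ctl-2* are near-identical paralogs, and 44 ribosomal protein genes rose (0.17, adjusted p = 6.16e-04, 38 higher and 6 lower, 22 DEGs and 22 adjusted over the list alone). In *eat-2* mutants, 8 oocyte and early embryo genes fell (-0.47, adjusted p = 7.63e-07, 8 of 8 lower, 8 DEGs and 8 adjusted over the list alone), as did 3 germline genes (-0.32, adjusted p = 0.0186, 3 of 3 lower, 3 DEGs and 3 adjusted over the list alone), and ribosomal protein genes rose (0.17, adjusted p = 0.0424, 40 higher and 4 lower, 6 DEGs and 3 adjusted over the list alone). Between FW1256-exposed WT and *eat-2* mutants, the oocyte genes (0.54, adjusted p = 1.74e-04) and germline genes (0.41, adjusted p = 0.0156) were higher with FW1256. Under fry, the calls for the DAF-16 reporters, the oocyte and germline genes and the ribosomal genes with FW1256 held and that for ribosomal genes in *eat-2* mutants was lost (adjusted p = 0.227). The latter was also lost without *eat-2* replicate 2 (0.371), WT replicate 1 (0.152), WT replicate 3 (0.0546) or WT replicate 4 (0.108), whereas the replicate number as a block gave 0.00101, with 22 DEGs in the list (23 adjusted over the list alone). Under an estimated correlation no call held.

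The other lists did not pass the threshold under camera. Adjusted p-values (camera in limma) with FW1256 and in *eat-2* mutants were 0.182 and 0.295 for H_2_S synthesis and oxidation genes (4 genes, medians 0.47 and 0.34), 0.192 and 0.459 for hypoxia and H_2_S response genes (4 genes, -0.16 and -0.08), and 0.192 and 0.914 for collagens (11 genes, -0.49 and 0.14). The collagens went both ways, and camera, which weighs all members, pointed to a rise with FW1256 and a fall in *eat-2* mutants, against the sign of the medians. With the replicate number as a block, camera pointed to a fall of collagens with FW1256 (adjusted p = 0.705). The rise with FW1256 passed the threshold without WT replicate 1 (adjusted p = 0.00321, camera in limma) and without WT replicate 2 (0.0368). Also with FW1256, the hypoxia and H_2_S response genes passed without WT replicate 4 (0.0106), and the respiratory chain genes without WT replicate 2 (0.0368). The adjusted p-values (camera in limma) were 0.592 and 0.968 for detoxification genes (17 genes, -0.09 and 0.11) and 0.101 and 0.295 for respiratory chain genes (13 genes, 0.14 and -0.04). With FW1256 the oocyte and germline genes had 0.277 and 0.199, and in *eat-2* mutants the DAF-16 reporters had 0.295. Between FW1256-exposed WT and *eat-2* mutants, the DAF-16 reporters (-0.63) and the respiratory chain genes (0.16) both had 0.062, and the remaining lists between 0.571 and 0.7. Without *eat-2* replicate 2, the DAF-16 reporters (0.0113), the respiratory chain genes (0.00961) and the collagens (0.00052) passed in this comparison, as did the respiratory chain genes without FW1256 replicate 3 (0.0343) and with DESeq2's size factors (0.0311). Of the remaining lists, only 1 of 6 vitellogenins and 5 of 17 genes named by the paper, and 0 of 9 DAF-16-repressed reporters, 12 zygotic embryo genes, 31 major sperm proteins and 12 mitochondrially encoded genes, are in the per-library tables.

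The list of genes named by the paper (5 genes, 4 of them also among the H_2_S synthesis and oxidation genes) did not pass the threshold when added to the others (camera in limma). Its median was 0.43 with FW1256 (adjusted p = 0.158, 5 of 5 higher), 0.47 in *eat-2* mutants (0.16, 4 of 5 higher) and 0.16 between them (0.744). Under fry it passed with FW1256 (0.0174) and in *eat-2* mutants (0.0268). With this list added, the calls of the other lists under camera stayed on the same side of the threshold, and the ribosomal protein genes in *eat-2* mutants had an adjusted p of 0.0471.

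In the authors' deposited table for *eat-2* mutants, which covers more genes, 29 of 31 major sperm protein genes were lower (median log2 fold change -1.92), as were 16 of 18 oocyte and early embryo genes (-0.39) and 11 of 11 germline genes (-0.27), whereas 2 of 12 zygotic embryo genes were lower (0.33). The median of all genes in the authors' deposited table was 0.05. The authors' deposited table gives medians of 0.33 for DAF-16-repressed and -0.09 for DAF-16-induced reporters and -0.09 for vitellogenins. For lists of which the per-library tables hold a part, the authors' deposited table did not always give the same direction. There, the median of 13 H_2_S synthesis and oxidation genes was -0.145 (9 lower, 7 with an adjusted p under 0.05), against 0.34 for the 4 genes per library, and that of collagens was -0.09, against 0.14. For 78 ribosomal protein genes the authors' deposited table gives 0.03 (29 lower, 2 with an adjusted p under 0.05), under the median of all genes. The rise seen per library in *eat-2* mutants is thus not seen over the whole list in the authors' deposited table. Whether this comes from the further members or from a difference in processing was not tested. The medians were -0.15 for hypoxia and H_2_S response genes, 0.15 for detoxification genes and -0.09 for respiratory chain genes in the authors' deposited table. As a hypothesis, these values go with a smaller share of germline RNA in *eat-2* mutants, for which the per-library median of oocyte genes was -0.466, and a developmental delay or fewer oocytes per worm were not tested apart. The paper does not report these lists.

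The paper measured the H_2_S oxidation genes *sqrd-1* and *ethe-1* by PCR in FW1256-exposed WT on their first day as adults. For *eat-2* mutants, which is another comparison and age, the authors' deposited table gives log2 fold changes of -0.38 for *sqrd-1* (adjusted p = 0.00322) and -0.17 for *ethe-1* (adjusted p = 0.137). Both were not analysed here per library, so the PCR result was not tested. The hypoxia and H_2_S response gene *cysl-2* rose with FW1256 (log2 fold change 0.43, adjusted p = 0.010043, edgeR) and in *eat-2* mutants (0.35, adjusted p = 0.0199, edgeR), without a significant difference between them (0.07, adjusted p = 0.371, edgeR).

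The tables do not hold the genes at random, and the pattern may come from transcript names that were not matched when transcripts were summed to genes. Of 2194 protein-coding genes in which an isoform has 2 or more annotated transcript ends, 55.4% are held, compared with a smaller share of the 17500 other protein-coding genes and 90.4% of 2103 pseudogenes. A filter on low counts was argued against, because 33.1% of the 6762 genes with a mean above 1000 in the authors' deposited table for *eat-2* mutants are held. A filter on significance was argued against too, since 29.6% of genes held and 30.7% of the others have an adjusted p under 0.05 in the authors' deposited table. Of 3212 genes compared between the authors' deposited tables, 557 had a mean in that for FW1256 of less than 50% of the mean in that for *eat-2* mutants, which held for 0.3% of genes with 1 isoform and 48.6% of genes with 4 or more. In these genes with several isoforms, 11.4% of isoforms had 2 or more ends on average (standard error 0.87, 553 genes), compared with 22.5% (standard error 1.14, 662 genes) in genes within 15% of the same mean, a result predicted before it was computed. For genes with many isoforms, such as *daf-16*, the per-library values would then cover some transcripts only. Its change in *eat-2* mutants was 0.51 here and -0.21 in the authors' deposited table.

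The authors' deposited tables differ from each other in the genes they cover. The authors' deposited table for FW1256 has 1530 genes with an adjusted p under 0.05, and that for *eat-2* mutants, with more genes, has 6647. In the authors' deposited tables 507 genes pass in both, where 510.9 would be expected by chance over the 4468 genes with an adjusted p in both, and 39.1% of these 507 have opposite signs. Of the genes also tested here, 1327 were called for FW1256 both here and in the authors' deposited table, 340 only here and 110 only there, with 0 of opposite sign (r = 0.907 across 3717 genes). For *eat-2* mutants, 1174 were called in both, 499 only here and 240 only in the authors' deposited table, with 6 of opposite sign (r = 0.897 across 3785 genes). The correlation with the authors' deposited table was 0.978 and 0.971 for genes within 15% of the same mean between both tables, and 0.701 and 0.675 for genes under 50%. Over 1186 genes, the authors' deposited table for FW1256 lay closer to ratios of the libraries in Fig. 6d (interquartile range of the difference 0.0567) than to ratios that include FW1256 replicate 4 (0.07).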
